# Combined absence of TRP53 target genes ZMAT3, PUMA and p21 cause a high incidence of cancer in mice

**DOI:** 10.1038/s41418-023-01250-w

**Published:** 2023-12-18

**Authors:** Margs S. Brennan, Kerstin Brinkmann, Gerard Romero Sola, Geraldine Healey, Leonie Gibson, Lahiru Gangoda, Margaret A. Potts, Elizabeth Lieschke, Stephen Wilcox, Andreas Strasser, Marco J. Herold, Ana Janic

**Keywords:** Cancer models, Cancer genetics, Cancer

## Abstract

Transcriptional activation of target genes is essential for TP53-mediated tumour suppression, though the roles of the diverse TP53-activated target genes in tumour suppression remains poorly understood. Knockdown of ZMAT3, an RNA-binding zinc-finger protein involved in regulating alternative splicing, in haematopoietic cells by shRNA caused leukaemia only with the concomitant absence of the PUMA and p21, the critical effectors of TRP53-mediated apoptosis and cell cycle arrest respectively. We were interested to further investigate the role of ZMAT3 in tumour suppression beyond the haematopoietic system. Therefore, we generated *Zmat3* knockout and compound gene knockout mice, lacking *Zmat3* and *p21*, *Zmat3* and *Puma* or all three genes. *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ triple knockout mice developed tumours at a significantly higher frequency compared to wild-type, *Puma*^*−/−*^*Zmat3*^*−/−*^ or *p21*^*−/−*^*Zmat3*^*−/−*^deficient mice. Interestingly, we observed that the triple knockout and *Puma*^*−/−*^*Zmat3*^*−/−*^ double deficient animals succumbed to lymphoma, while *p21*^*−/−*^*Zmat3*^*−/−*^ animals developed mainly solid cancers. This analysis suggests that in addition to ZMAT3 loss, additional TRP53-regulated processes must be disabled simultaneously for TRP53-mediated tumour suppression to fail. Our findings reveal that the absence of different TRP53 regulated tumour suppressive processes changes the tumour spectrum, indicating that different TRP53 tumour suppressive pathways are more critical in different tissues.

## Introduction

The tumour suppressor TP53 (mouse TRP53, often referred to as p53) is a frequently mutated gene in human cancer [1–3]. Although TP53-mediated transcriptional regulation of diverse cellular responses is known to be critical for its ability to prevent the development of cancer, the role of many TP53 target genes in tumour suppression remains unclear [2, 4]. Recent studies in mice sought to identify the mechanisms that are critical for TRP53-mediated tumour suppression, using sensitised shRNA gene knock-down and CRISPR/Cas9 knockout screens in cells in culture and even in vivo [5, 6]. Amongst the hits identified in these screens, the RNA binding protein ZMAT3 [7, 8] was found to be a potent tumour suppressor. ZMAT3 (also known as WIG-1) is an RNA-binding zinc-finger protein that is involved in regulating alternative splicing and as such is expressed in a broad range of tissues [6]. ZMAT3 was reported to control splicing of mRNAs, including those encoding the negative regulators of TRP53 function, MDM2 and MDM4, several other splicing factors (e.g., HNRNPDL, DHX9) and the cell adhesion and stem cell marker CD44 [6, 9]. ZMAT3 has been described to be under the direct transcriptional control of TRP53 in various cell types [5, 6, 8, 10], indicating its broad role for tumour suppression in diverse tissues. The absence of TRP53 causes a reduction in *Zmat3* expression in a range of human carcinomas (e.g., breast, lung) and high levels of *Zmat3* expression in malignant cells predict increased patient survival in certain cancers [6]. Moreover, an analysis of the Project Achilles CRISPR/Cas9 gene knockout screening data in human cancer cells revealed that ZMAT3 inactivation enhances proliferation of malignant cells with wild-type (wt) TP53. This further supports a role for ZMAT3 in tumour suppression acting downstream of TP53 [6]. Of note, CRISPR/Cas9-mediated loss of ZMAT3 enhanced tumorigenesis in autochthonous mouse models of lung adenocarcinoma and hepatocellular carcinoma [6]. However, unlike loss of TRP53, the absence of ZMAT3 did not have marked impact on the rate of tumour development or severity of malignant disease in the context of murine c-MYC*-*driven lymphomagenesis or mutant *Kras*^*G12D*^-driven lung adenocarcinoma development [11]. This indicates that the relative importance of ZMAT3 in TRP53-mediated tumour suppression may vary depending on cell type and/or the context of other oncogenic drivers present in the emerging neoplastic cell population. In vivo studies have shown that shRNA-mediated silencing of ZMAT3 in haematopoietic stem/progenitor cells (HSPCs) caused development of leukaemia/lymphoma in transplant recipient mice only when PUMA and p21, the critical effectors of TRP53-mediated apoptosis [12, 13] and cell cycle arrest [14] respectively, were also absent [5]. A limitation of these studies was that ZMAT3, PUMA and p21 were removed only in the haematopoietic compartment. Therefore, it remains unclear what impact the absence of ZMAT3 either on its own, or in conjunction with the loss of TRP53 induced apoptosis and cell cycle arrest/cell senescence might have in other tissues. To address this question, we generated mice lacking ZMAT3, PUMA and p21. We found that these triple knockout (TKO) mice spontaneously developed malignancy at a considerably higher frequency compared to wt controls as well as *Puma*^*−/−*^*Zmat3*^*−/−*^ and *p21*^*−/−*^*Zmat3*^*−/−*^ double knockout (DKO) mice. Most of the tumours from the TKO mice were of haematopoietic cell origin. These findings demonstrate that this combination of defects in TRP53-activated cellular responses, even if present in all cells, predominantly causes leukaemia/lymphoma. They also reaffirm that defects in multiple TRP53-activated cellular responses must collude to drive tumorigenesis.

## Results

### Adult pre-neoplastic *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice have only minor abnormalities in their haematopoietic cell populations

To investigate the impact of combined loss of ZMAT3, PUMA and p21 in TRP53-mediated tumour suppression we crossed *Zmat3*^*−/−*^ with *Puma*^*−/−*^*p21*^*−/−*^ mice to obtain *Puma*^*−/−*^*Zmat3*^*−/−*^*, p21*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ animals (Fig. 1A). *Puma*^*−/−*^*Zmat3*^*−/−*^, *p21*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ offspring were born at the expected Mendelian ratios of inheritance observed for heterozygous crosses of each allele within the colony (Table S1), as well as from *Puma*^*+/-*^*Zmat3*^*+/-*^ and *p21*^*+/-*^*Zmat3*^*+/-*^ di-hybrid inter-crosses (Table S2). The DKO and TKO mutant mice reached adulthood without any notable defects.

**Fig. 1:**
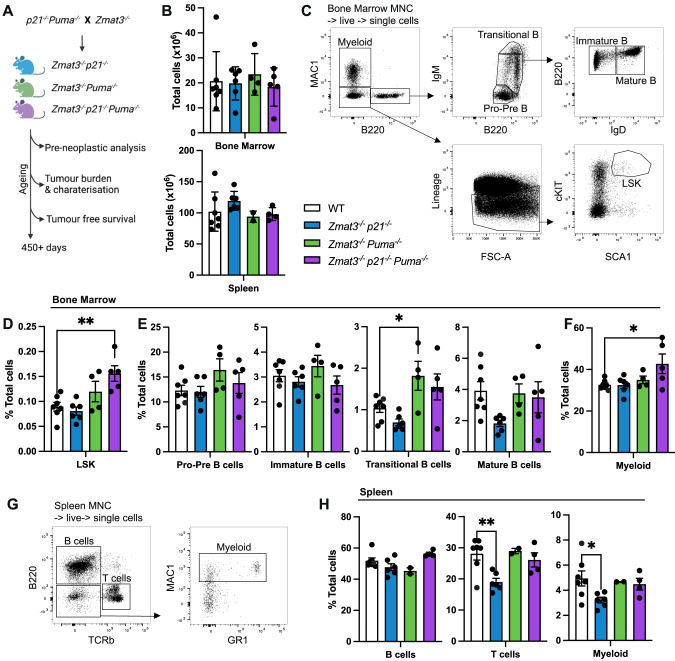
Lymphoid organ analysis of young adult mice of the indicated genotypes. **A** Schematic for tumour development study. Mouse cohorts were analysed for pre-neoplastic phenotypes and monitored for tumour-free survival. **B**–**H** Single-cell suspensions were prepared from spleen, thymus, peripheral blood and bone marrow of *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ (*N* = 5), *Puma*^*−/−*^*Zmat3*^*−/−*^ (*N* = 2–4), *p21*^*−/−*^*Zmat3*^*−/−*^ (*N* = 6), and wt (*N* = 7) mice and the indicated haematopoietic cell subsets were examined by immunostaining and FACS analysis. **B** Total cell counts for bone marrow (1 femur, top) and whole spleen (bottom). **C** Representative FACS plots from wt mice that indicate gating strategy to identify the cell populations of interest in the bone marrow: myeloid (MAC1^+^), LSK (Lineage^-^SCA1^+^cKIT^+^) haematopoietic stem/progenitor cells (HSPCs) and B lymphoid cells; pro-pre (B220^lo^IgM^-^), immature (B220^+^IgM^lo^ IgD^-^), transitional (B220^+^IgM^hi^) and mature (B220^+^IgM^med^IgD^+^) B lymphoid cells. The lineage marker antibody cocktail included antibodies against NK1.1, TER119, Ly6G, F4/80, CD2, CD4 and CD8. **D**–**F** Percentages of the indicated cell subsets in the bone marrow from mice of the indicated genotypes. **G** Representative FACS plots of wt mice indicate gating strategy to identify cell populations in the spleen: B cells (B220^+^), T cells (TCRβ^+^) and myeloid cells (MAC1^+^B220^-^TCRβ^-^). **H** Percentages of the indicated cell subsets in the spleen of mice of the indicated genotypes. Data represent mean ± SEM. Statistical significance was calculated by one-way ANOVA *p < 0.05. N number of mice, MNC mono-nuclear cells as determined by forward/side scatter. For data of analysis of single knockout control mice, *Puma*^*−/−*^ (*N* = 7)*, p21*^*−/−*^(*N* = 8)*, Zmat3*^*−/−*^ (*N* = 6), refer to Fig. S1.

Previous reports have demonstrated important individual and overlapping roles of ZMAT3, PUMA and p21 in lymphoid cells [5, 12, 14]. Therefore, we hypothesised that *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ TKO mice may display a marked pre-leukaemic phenotype with a pronounced expansion of certain haematopoietic cell populations. We therefore determined the overall composition of the haematopoietic system of the TKO, and both DKO mice by immunostaining and fluorescence-activated cell sorter (FACS) analysis at 8–12 weeks of age. The cellularity of the different lymphoid organs (e.g. spleen, bone marrow, thymus) in the DKO and TKO mice were comparable to those in wt controls (Figs. 1B, S1A), as were the white blood cell (WBC) counts in peripheral blood (PB) (Fig. S1B). T cell development in the thymus appeared normal with the overall distribution of the double negative (DN, CD4^-^CD8^-^ progenitors), double-positive (DP, CD4^+^CD8^+^ immature) and single positive CD4^+^ and CD8^+^ (mature) thymocytes comparable between the DKO as well as TKO mice with those seen in wt controls (Fig. S1C, D). In the bone marrow, we observed a small but significant increase in the immature stem and multi-potent progenitor population (termed LSK, defined by lack of any mature lineage markers and expression of both SCA1 and cKIT) in the *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ TKO mice compared to wt controls (Fig. 1C, D). However, this did not result in any differences in B-cell development in the bone marrow, with only a small, yet significant increase in myeloid cells observed (Figs. 1E, F, S1E, F). The numbers of all mature cell types in the spleen that we tested were comparable between DKO as well as TKO mice with those seen in wt controls, with comparable frequencies of B cells (B220^+^), T cells (TCRβ^+^) and myeloid cells (MAC1^+^) (Figs. 1G, H, S1G–I). In addition, histological analysis of major organs revealed no lesions of significance in young adult DKO and TKO mice (Fig. S2). Overall, these findings demonstrate that the combined absence of ZMAT3, PUMA and p21 does not cause marked defects in pre-cancerous mice.

### Cells from *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice are resistant to TRP53-mediated apoptosis triggered by DNA damage

The BH3-only protein PUMA is critical for apoptosis induced by stress stimuli that activate TRP53, such as DNA damage [12, 13, 15]. To verify that cells from TKO mice were, as expected, resistant to TRP53-mediated apoptosis, we exposed thymocytes from *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ as well as *Puma*^*−/−*^*Zmat3*^*−/−*^*, p21*^*−/−*^*Zmat3*^*−/−*^, *Zmat3*^*−/−*^, *p21*^*−/−*^, *Puma*^*−/−*^ and wt mice to apoptosis inducing agents in vitro and their survival was then measured by flow cytometric analysis. The survival of *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ TKO thymocytes was comparable to that of DKO and wt thymocytes when either left untreated (DMSO control), treated with ionomycin or starved of serum (growth factor deprivation) (Fig. 2A–C). As expected, thymocytes from TKO and *Puma*^*−/−*^*Zmat3*^*−/−*^ DKO mice were resistant to etoposide, a cytotoxic stimulus that kills these cells via a TRP53-dependent process. At 24 h, there was less than 40% survival of wt thymocytes but more than 80% survival of the TKO, *Puma*^*−/−*^*Zmat3*^*−/−*^ DKO and *Puma*^*−/−*^ thymocytes (Fig. 2D). To confirm that this survival advantage was due to failure to induce apoptosis owing to the absence of PUMA, we performed cleaved caspase-3 (CC3) staining, a marker for cells that have initiated apoptosis, after etoposide treatment, followed by flow cytometric analysis. At 24 h after treatment a drastic decrease in CC3 staining in *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ as well as *Puma*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^ thymocytes was observed compared to wt thymocytes (Fig. 2E). These data show that cells from TKO mice are resistant to TRP53-driven apoptosis triggered by DNA damage due to the absence of PUMA, but are normally sensitive to several TRP53-independent apoptotic stimuli.

**Fig. 2:**
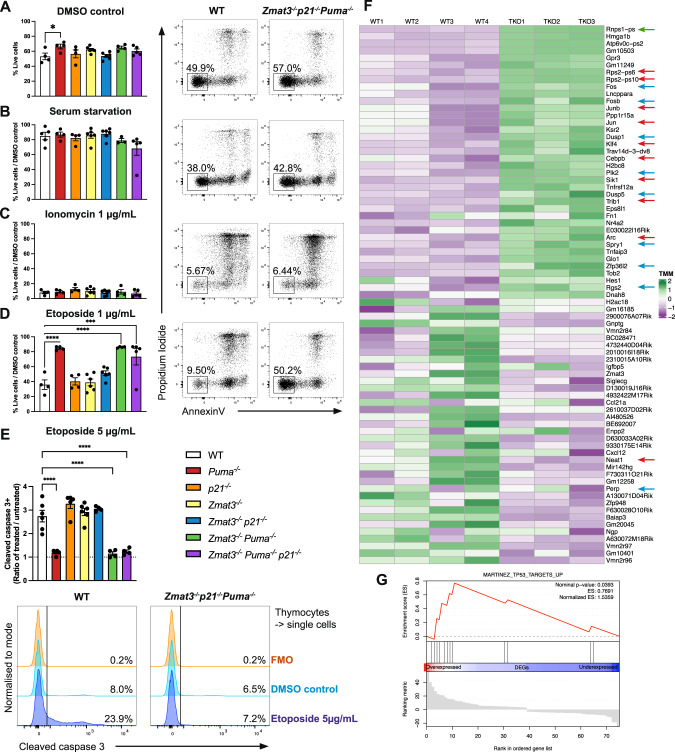
Impact of combined loss of ZMAT3, PUMA and p21 on thymocyte transcriptional landscape and survival upon treatment with various apoptotic stimuli. Thymocytes from mice of the indicated genotypes were isolated and either (**A**) left untreated (DMSO control), (**B**) treated with 1 µg/mL ionomycin, (**C**) exposed to serum deprivation in culture or (**D**) treated with 1 µg/mL etoposide. Cell viability was assessed after 24 h by Annexin-V/PI staining and FACS analysis. Data are presented as mean ± SEM of Annexin-V-PI- population (live cells) (**A**) and live cells relative to DMSO treated control samples (**B**–**D**). Representative FACS plots are shown to the right of each graph. **E** Thymocytes were treated with 5 µg/mL etoposide for 6 h, fixed, followed by intracellular staining for activated (i.e. cleaved) caspase-3 (CC3) and then subjected to FACS analysis. Data are presented as ratio of CC3+ cells in treated *vs* untreated (DMSO control) thymocytes with representative histograms shown below. FMO = fluorescence minus one staining control. Statistical significance was calculated by one-way ANOVA *p = 0.035, ***p = 0.0009, ****p < 0.0001. **F**, **G** RNAseq analysis of isolated thymocytes from 8–12 week old wt (*N* = 4) and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ TKO (*N* = 3) mice. **F** Heat map showing all significant differentially expressed (DE) genes between thymocytes from wt and TKO mice. Each column represents data from an individual mouse. Data are colour coded by gene expression Z-scores. Arrows indicate genes that regulate TRP53 and are reported to compromise its tumour suppression function (red), known TRP53 target genes (blue) and splicing regulators (green). **G** Gene-set enrichment analysis (GSEA) on DE genes between thymocytes from wt and TKO mice shows significant overlap with the Mouse Gene Set: MARTINEZ_TP53_TARGETS_UP [65].

### ZMAT3 impacts expression of genes involved in TRP53 mediated regulation of the haematopoietic compartment

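RNA was sequenced from thymocytes, the developing T cells of the thymus, of 4 wt, 4 *Zmat3*-/- and 3 *Puma*-/-*p21*-/-*Zmat3*-/- (TKO) mice. The authors deposited the estimated counts per gene that the nf-core/rnaseq pipeline with Salmon gave for each mouse, in whole numbers and without normalization for library size. The total counts of wt mice 1 to 4 were 34272640, 39510054, 22375732 and 23337162 (median 28804901). Those of *Zmat3*-/- mice 1 to 4 were 43253895, 29897304, 33295078 and 25230325 (median 31596191), and those of TKO mice 1 to 3 were 38937426, 17669715 and 80207003 (median 38937426). Each pair of genotypes was compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Genes entered the test when they had at least 20 counts, scaled to the smallest library, in as many mice as the smaller group holds. *Xist*, genes on chromosome Y, ribosomal RNA and non-coding immunoglobulin genes were left out, as in the paper. A gene was called differentially expressed (DE) at the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2FC above 1.5. The paper adjusted for sex and for surrogate variables. The sample labels give no sex and the paper's text does not give the number of surrogate variables, so neither entered the main test. Surrogate variables, and the *Xist* level in place of sex, were tried as alternatives in edgeR fits. *Xist* was counted at a level of 505 to 1485 CPM (counts scaled to library size) in wt mice 1 and 2, *Zmat3*-/- mice 1 and 2 and TKO mouse 1, and at 0.806 to 2.54 CPM in the other 6 mice. *Ddx3y*, a gene of chromosome Y, had 0 to 0.651 CPM in the mice with high *Xist* and 164 to 211 CPM in the other 6. Both genes thus divide the mice in the same way, as sex would. Across genes, which are not independent replicates, the correlation of log2 CPM between mice of one genotype was 0.921 to 0.992 in wt, 0.991 to 0.995 in *Zmat3*-/- and 0.983 to 0.991 in TKO mice.
The transcripts of the targeted genes were lower in the mutant mice but were still counted. *Zmat3* (ENSMUSG00000027663.12, chromosome 3 of GRCm38 from 32334792 to 32366014) had 18.9 ± 9.12 CPM (SD, n = 4) in wt, 6.07 ± 0.691 CPM (SD, n = 4) in *Zmat3*-/- and 8.03 ± 0.238 CPM (SD, n = 3) in TKO thymocytes. The wt mice were divided for *Zmat3*, with 9.88 and 12.2 CPM in mice 1 and 2 and 26.8 CPM in each of mice 3 and 4. Its log2FC was −1.64 in *Zmat3*-/- against wt mice (standard error 0.350, adjusted p = 0.0786 from edgeR). In a two-sided exact permutation test of log2 CPM this difference had p = 0.0286, the smallest p that 4 mice against 4 allow. Across the alternatives the log2FC ranged from −1.86 to −1.41 and the adjusted p from 7.42e-07 with a surrogate variable to 1 with glmTreat. Unlike the others, glmTreat tests whether the absolute log2FC exceeds 1.5, so its p does not bear on a smaller difference. In TKO against wt mice the log2FC of *Zmat3* was −1.28 (standard error 0.394, adjusted p = 0.371 from edgeR). The permutation p was 0.0857, where 3 mice against 4 allow 0.0286. Shrinkage with DESeq2 and apeglm moved this log2FC most, to −0.91. Among edgeR and DESeq2 tests against no difference, the adjusted p ranged from 0.000741 with a surrogate variable to 0.856 without TKO mouse 2. It was 1 with glmTreat, which asks for a change beyond 1.5. *Bbc3*, which encodes PUMA (chromosome 7, 16308393 to 16318205), had 18.6 ± 1.45 CPM (SD, n = 4) in wt, 17.2 ± 1.88 CPM (SD, n = 4) in *Zmat3*-/- and 13.7 ± 1.26 CPM (SD, n = 3) in TKO mice. *Cdkn1a*, which encodes p21 (chromosome 17, 29090976 to 29100727), had 6.57 ± 3.28, 6.54 ± 1.87 and 3.13 ± 0.564 CPM (SD, n = 4, 4 and 3) in the same order. Between TKO and *Zmat3*-/- mice the log2FC was −0.38 for *Bbc3* (standard error 0.134, adjusted p = 0.983 from edgeR) and −1.12 for *Cdkn1a* (standard error 0.273, adjusted p = 0.384). The counts are sums over each gene and do not show which exons the reads came from.

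**Figure D1:**
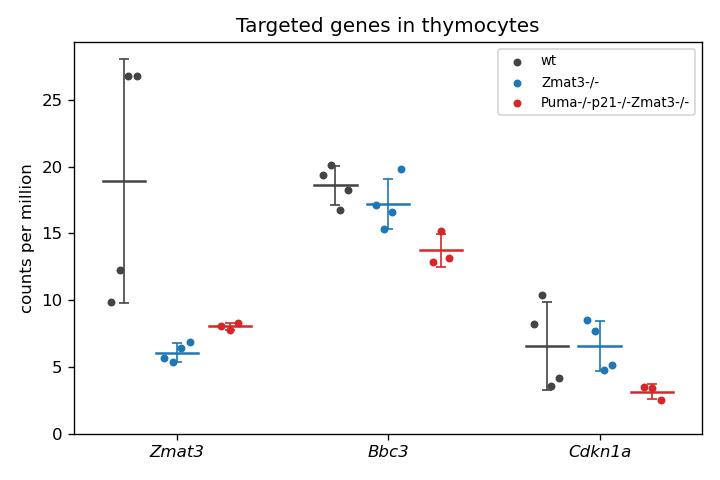
CPM of Zmat3, Bbc3 and Cdkn1a in each mouse (points), with the mean (line) and SD (bar) of each genotype. The *Zmat3*-/- and TKO mice lie below every wt mouse for Zmat3, and the TKO mice reach 8.25 CPM.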

Given the importance of ZMAT3 as an RNA binding protein we performed RNA-seq analysis on cells from young adult (8–12 weeks old) age-matched *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^, *Zmat3*^*−/−*^ and wt control mice. Comparison of gene expression profiles of *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ and wt thymocytes revealed minor changes in the transcriptional landscape and identified 75 significantly differentially expressed (DE) genes (Figs. 2F, G, S3A, B, Table S3). 

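Of the 13260 genes tested between TKO and wt thymocytes, 32 were called DE by edgeR's quasi-likelihood test, 26 higher and 6 lower in TKO mice. Without adjustment, 1372 genes (10.3%) had p under 0.05, and the median log2FC of all tested genes was −0.037. The count depended on the model. DESeq2 called 103 genes, 55 higher and 48 lower, and the alternative that moved the count most, a fit with the *Xist* level and 1 surrogate variable, called 182, with 109 higher and 73 lower. With the replicate number as a block, 16 genes were called, 15 of them among the 32. In the check of that pairing, the deviations of TKO and wt mice of the same number from their group means correlated at 0.302 on average, and those of mice with different numbers at −0.100. The second value adds no evidence, because deviations from a group mean cancel out, which largely sets it from the first. The numbers denote different mice, and they partly follow the *Xist* level. With each mouse left out in turn, 15 to 35 genes were called and 13 of the 32 were called in all 7 fits.
Of the 75 genes in Table S3, 73 were tested, 70 changed in the direction the table gives and 24 were called. When p was adjusted over these genes alone, 46 passed both thresholds, although the list holds the paper's own calls on the same data. Some of the largest changes lay in genes that were almost uncounted in wt mice. *Atp6v0c-ps2*, *Glo1-ps* and *Gm10503* had at most 3 counts in every wt mouse and were at least 180-fold, 210-fold and 133-fold higher in TKO mice. The first pair are processed pseudogenes that share 92.9% and 86.5% of their 31-base words with transcripts of *Atp6v0c* and *Glo1*, so Salmon could divide reads between them and their parent genes. Among the genes that fell, *Gm38226* was at least 19.2-fold lower in TKO mice. *Vmn2r97* had a log2FC of −3.88 (standard error 0.559, adjusted p = 0.0479 from edgeR) and *Baiap3* of −3.41 (standard error 0.186, adjusted p = 0.000239). Both lie on chromosome 17, as does *Cdkn1a*. In the 7 fits that left out one mouse, *Vmn2r97* lost its call in 5 and *Gm38226* in 3, while *Baiap3* kept it in all 7.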

GO term annotation uncovered various categories related to mechanisms that cells use to control gene expression and maintain cellular proliferation, differentiation, or cell adhesion (Fig. S3A). Notably, the most statistically DE genes in *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ cells included genes that regulate TP53 and compromise its tumour suppression function (Fig. 2G, red arrows), such as Rps2 - regulator of TRP53-MDM2 signalling [16], *Klf4* [17], *Trb1* [18], *Neat1* [19], *Cebpb* [20], *Sik1* [21], *Jun* [22], *Arc* [23], and some known TRP53 target genes (Fig. 2G, blue arrows), including *Dusp1* [24], *Perp* [25], *Dusp5* [26], *Fos* [27], *Rgs2* [28], *Spry1* [29], *Plk2* [30] and *Zfp36L2* [31]. 

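Of the 15 genes named here beside *Rps2*, 13 had a higher and 2 a lower mean in TKO than in wt thymocytes, and 8 were called DE. The 8 were *Klf4*, *Trib1*, *Sik1*, *Dusp1*, *Dusp5*, *Spry1*, *Plk2* and *Zfp36l2*, with adjusted p-values from edgeR of 0.000205 to 0.0479. *Sik1* rose from 16.4 ± 2.44 CPM (SD, n = 4) to 144 ± 11.2 CPM (SD, n = 3), a log2FC of 3.09 (standard error 0.156). The log2FC was 3.05 for *Klf4* (standard error 0.291), 2.14 for *Trib1* (standard error 0.131), 2.84 for *Plk2* (standard error 0.411) and 1.55 for *Zfp36l2* (standard error 0.191), the smallest of the 8. In each of the 5, every TKO mouse lay above every wt mouse (two-sided exact permutation test, p = 0.0286, the smallest that 3 mice against 4 allow). With each mouse left out in turn, 3 to 7 of the 8 were called, *Sik1* and *Trib1* in all 7 fits. These were also the genes among the 15 called with the replicate number as a block. The other 7 had adjusted p-values of 0.0701 to 0.717. The log2FC was 3.17 for *Fos* (standard error 0.926) and 2.36 for *Jun* (standard error 0.770), and the wt mice spread from 2.78 to 40.2 CPM for *Fos* and from 4.58 to 37.8 CPM for *Jun*. The log2FC was 1.45 for *Cebpb* (standard error 0.455), 1.32 for *Arc* (standard error 0.211), 1.51 for *Rgs2* (standard error 0.331), −1.73 for *Neat1* (standard error 0.380) and −0.54 for *Perp* (standard error 0.564). Every TKO mouse lay above every wt mouse for *Fos*, *Jun*, *Cebpb*, *Arc* and *Rgs2*, and below for *Neat1*, while *Perp* overlapped. The lowest TKO values were 124 CPM for *Fos* and 64.3 CPM for *Jun*. The same permutation test gave p = 0.0571 for *Fos*, *Jun* and *Cebpb*, and 0.0286 for *Arc*, *Rgs2* and *Neat1*. With 1 surrogate variable, *Fos*, *Jun*, *Cebpb*, *Rgs2* and *Neat1* were called as well. Of the 15 genes, 10 are in a list of 39 immediate-early genes. The list was written before the counts were examined, but after the pattern was seen in Table S3, with which it shares 15 genes. This overlap is therefore no independent evidence.
*Rps2* itself (chromosome 17, 24718116 to 24721929) had 874 ± 505 CPM (SD, n = 4) in wt and 521 ± 20.0 CPM (SD, n = 3) in TKO mice, a log2FC of −0.78 (standard error 0.430, adjusted p = 0.561 from edgeR). The genes of that name in Table S3 are its pseudogenes. *Rps2-ps10* (chromosome 18) rose from 3.86 ± 0.838 CPM (SD, n = 4) to 132 ± 7.71 CPM (SD, n = 3), a log2FC of 5.05 (standard error 0.204, adjusted p = 7.19e-05), and *Rps2-ps6* (chromosome 14) had a log2FC of 5.39 (standard error 0.431, adjusted p = 0.00243). They share 82.1% and 73.3% of their 31-base words with *Rps2* transcripts, so their counts and those of *Rps2* are uncertain.

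**Figure D2:**
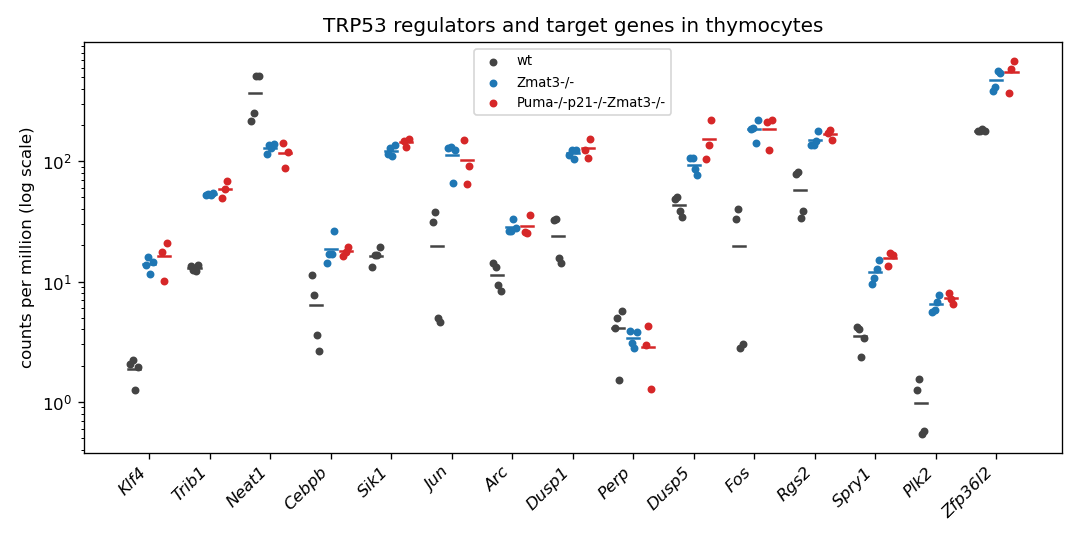
CPM, on a log scale, of the 15 named genes in each mouse (points), with the mean of each genotype (line). The *Zmat3*-/- mice lie close to the TKO mice for most genes, and the wt mice spread widely for Fos and Jun.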

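The members of the gene sets that the paper tested were not analysed here. A list of 43 TRP53 target genes, without *Zmat3*, *Bbc3* and *Cdkn1a*, was written before the data were examined, and 38 of them were tested. Each mouse was given a score, the mean over these genes of log2 CPM centred on each gene's mean over the 11 mice. The score was 0.0058 ± 0.089 (SD, n = 3) in TKO and −0.024 ± 0.089 (SD, n = 4) in wt thymocytes. The difference of 0.030 was smaller than the spread between mice (two-sided exact permutation test, p = 0.686, where the smallest p is 0.0286). The alternative that moved it most was the median over the genes in place of the mean, with a difference of −0.076 (permutation p = 0.143). With the replicate number as a block, the mean difference over 3 pairs was 0.0078 (exact sign permutation, p = 0.75, where the smallest p is 0.25), for the pairing whose correlation in the check was 0.302.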

Additionally, gene-set enrichment analysis (GSEA) comparing wt with *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ thymocytes showed a significant enrichment for TRP53 regulated genes (Fig. 2G). Thus, these data indicate that ZMAT3 may function in tumour suppression by regulating TRP53 function. 

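Taken gene by gene, 17 of the 38 TRP53 target genes were higher and 21 lower in TKO than in wt thymocytes. Without adjustment, 6 had p under 0.05, and *Plk2* was the gene called DE, a call it lost in each of the 7 fits that left out one mouse. The lowest log2FC was that of *Dcxr*, −0.82. Between *Zmat3*-/- and wt mice, 13 of the 38 genes were higher and 25 lower, and the score differed by 0.045 (two-sided exact permutation test, p = 0.429).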

To assess the contribution of PUMA and p21 to the observed transcriptomic changes, we compared gene expression profiles between *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ and *Zmat3*^*−/−*^ thymocytes. This revealed only 9 significantly DE genes (Fig. S3C), with Rnps1 and Rps2 being the only genes overlapping between the two sets of comparisons (Fig. S3B, C). This demonstrates that the absence of PUMA and p21 have only minor impact on the transcriptome changes seen in *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ cells. 

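Of the 13124 genes tested between TKO and *Zmat3*-/- thymocytes, 16 were called DE by edgeR, 13 higher and 3 lower in TKO mice, and 590 had p under 0.05 without adjustment. The alternative that moved the count most was to test all genes without a filter on low counts, which called 45, with 35 higher and 10 lower. With each mouse left out in turn, 14 to 18 genes were called, and 14 of the 16 were called in all 7 fits. The 9 genes labelled in Fig. S3C were all among the 16. *Baiap3* fell from 35.1 ± 4.73 CPM (SD, n = 4) to 2.83 ± 0.810 CPM (SD, n = 3), a log2FC of −3.65 (standard error 0.160, adjusted p = 9.51e-07 from edgeR). The log2FC was −3.05 for *Vmn2r97* (standard error 0.174), −1.81 for *Hmga1* (standard error 0.147), 1.63 for *Dnah8* (standard error 0.0870) and 1.58 for *Tnfrsf12a* (standard error 0.219), all on chromosome 17. The other 4 are copies of genes of chromosome 17. *Rps2-ps10* had a log2FC of 5.98 (standard error 0.140), *Hmga1b* of 7.85 (standard error 0.267) and *Glo1-ps* of 8.48 (standard error 0.397), while *Rnps1-ps*, with at most 3 counts in each *Zmat3*-/- mouse, was at least 324-fold higher in TKO mice.
The parent genes did not rise with their copies, except for *Glo1*. The log2FC was −0.42 for *Rps2* (standard error 0.101, adjusted p = 0.376 from edgeR), −0.92 for *Rnps1* (standard error 0.0893, adjusted p = 0.000843) and 1.44 for *Glo1* (standard error 0.0570, adjusted p = 3.83e-07). Summed with its 3 copies, *Rps2* had 668 ± 22.1 CPM (SD, n = 3) in TKO and 676 ± 72.2 CPM (SD, n = 4) in *Zmat3*-/- mice. *Rnps1* summed with its copy had 95.8 ± 16.0 and 116 ± 11.0 CPM, and *Hmga1* summed with *Hmga1b* had 178 ± 36.0 and 185 ± 35.4 CPM (SD, n = 3 and 4). In all, 11 genes were called in both comparisons of TKO mice. They include *Rps2-ps10* and *Rnps1-ps* but not *Rps2* and *Rnps1*, and 7 genes stand in both of the paper's lists in Table S3. At an adjusted p under 0.05 and any fold change, 29 genes differed between TKO and *Zmat3*-/- mice, 19 of them on chromosome 17 between 18914300 and 30963220, the region that holds *Cdkn1a*.

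**Figure D3:**
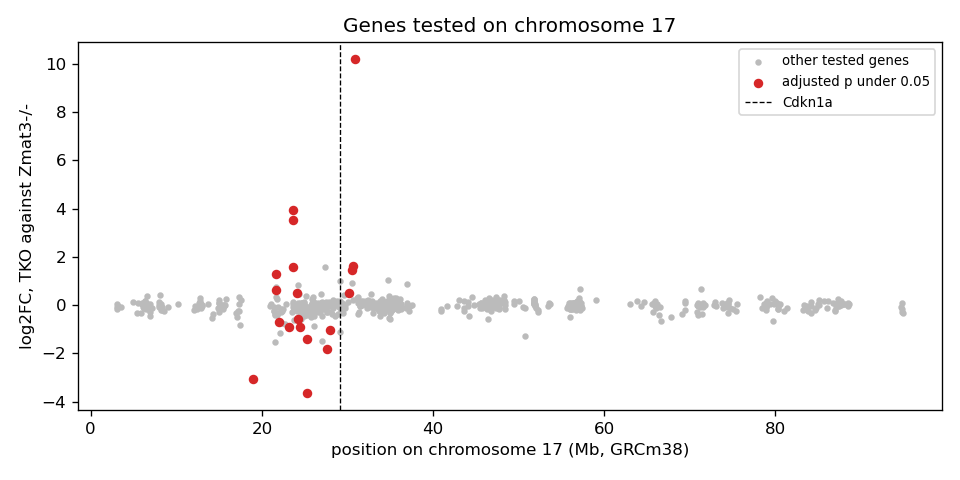
The log2FC between TKO and *Zmat3*-/- thymocytes of each gene tested on chromosome 17, against its start on GRCm38. The 19 genes with an adjusted p under 0.05 lie on both sides of Cdkn1a (dashed line).

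**Figure D4:**
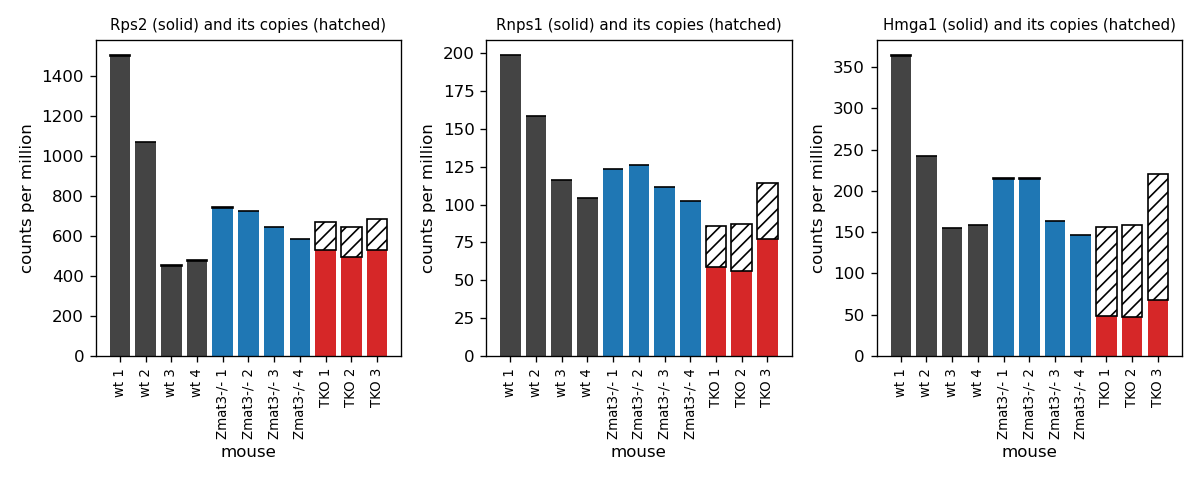
CPM of Rps2, Rnps1 and Hmga1 (solid) and of their pseudogenes or copies (hatched) in each mouse, stacked. In TKO mice the copies hold 22.0%, 33.1% and 69.3% of the sum.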

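Most of the genes that differed between TKO and wt thymocytes changed the same way in *Zmat3*-/- against wt thymocytes. Of the 32 genes called between TKO and wt mice, 25 were tested between *Zmat3*-/- and wt mice. There 23 of them changed in the same direction and 18 were called. Of the 75 genes in Table S3, 67 were tested between *Zmat3*-/- and wt mice, 58 changed in the same direction and 18 were called. Of the 75, 11 were called between TKO and *Zmat3*-/- mice. The log2FC in *Zmat3*-/- against wt mice was 2.90 for *Sik1* (standard error 0.143), 2.89 for *Klf4* (standard error 0.206), 2.04 for *Trib1* (standard error 0.0863) and 2.70 for *Plk2* (standard error 0.356). The wt mice are shared by both comparisons, so a feature of these 4 mice moves both. How much agreement in direction this sharing alone would give was not tested.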

Collectively, our findings support the model in which ZMAT3 regulates the expression of a range of genes involved in TRP53 regulation of various cellular processes.

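Of the 13488 genes tested between *Zmat3*-/- and wt thymocytes, 43 were called DE by edgeR, 27 higher and 16 lower in *Zmat3*-/- mice, and 2174 (16.1%) had p under 0.05 without adjustment. DESeq2 called 123, with 64 higher and 59 lower. The alternative that moved the count most was 1 surrogate variable, with 215 genes, 158 higher and 57 lower. With the replicate number as a block, 8 genes were called, all higher and all among the 43. In the check of that pairing, deviations of same-numbered *Zmat3*-/- and wt mice correlated at 0.294, and of different numbers at −0.098. Here too the second value is largely set by the first and adds no evidence. With each mouse left out in turn, 12 to 47 genes were called, and 11 of the 43 in all 8 fits. The largest rises among genes whose ranges did not overlap were those of *Gm48369* (log2FC 5.00, standard error 0.354), *Gpr3* (4.37, standard error 0.709) and *Fosb* (3.73, standard error 0.326). *Gm38226* fell by 5.61 on the log2 scale, *Gm37510* fell by 2.80 and *Gm44037* fell by 2.70, with adjusted p-values from edgeR of 0.0299, 0.0418 and 0.0454. In the 8 fits that left out one mouse, *Gpr3* and *Gm37510* lost their call in 7, and *Gm38226* and *Gm44037* in 6. *Gm48369* and *Fosb* kept theirs in all 8.
*Trp53* had 129 ± 15.3 CPM (SD, n = 4) in wt and 110 ± 9.22 CPM (SD, n = 4) in *Zmat3*-/- mice, a log2FC of −0.23 (standard error 0.110, adjusted p = 0.344 from edgeR). The log2FC was 0.0026 for *Mdm2* (standard error 0.0926), 0.12 for *Mdm4* (standard error 0.306), 0.038 for *Cd44* (standard error 0.138), 0.042 for *Hnrnpdl* (standard error 0.0925) and 0.32 for *Dhx9* (standard error 0.144). None of these 6 genes was called, and the signs for *Mdm2*, *Mdm4* and *Cd44* changed with the mouse left out. Apart from *Trp53*, the paper's introduction names these genes for reported control of their splicing by ZMAT3. Counts summed over each gene cannot show splicing, so these values do not test that control. For *Dhx9*, every *Zmat3*-/- mouse lay above every wt mouse (two-sided exact permutation test, p = 0.0286, the smallest possible). Across the alternatives its log2FC was 0.23 to 0.41, with an adjusted p as low as 0.000577. That of *Trp53* was −0.30 to −0.18, with an adjusted p as low as 0.00514. From the few DE genes between TKO and *Zmat3*-/- mice, the paper concludes that loss of PUMA and p21 changed these transcriptomes little. With the TRP53 regulators and targets among its DE genes, it proposes a model in which ZMAT3 regulates genes that act in TRP53 functions.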

### Consequences of combined loss of ZMAT3 and p21 on γ-radiation induced thymic lymphoma development

Exposure of mice from a young age (starting at ~4 weeks) to repeated low-dose γ-radiation drives thymic lymphoma development through a mechanism that is suppressed by TRP53 [32, 33]. To investigate whether TRP53-mediated induction of ZMAT3 could restrain γ-radiation induced thymic lymphoma development, we examined the consequences of individual or combined loss of ZMAT3 and p21 in this model. Mice lacking PUMA alone or in combination with ZMAT3 and p21 were not included as it has been previously shown that mice defective in TRP53-induced apoptosis due to loss of PUMA are profoundly resistant to γ-radiation-induced thymic lymphoma development [33, 34]. We found that *p21*^*−/−*^*Zmat3*^*−/−*^ as well as *Zmat3*^*−/−*^ and *p21*^*−/−*^ mice developed thymic lymphoma at a similar rate to wt mice (Fig. 3A). Immunophenotyping of the tumours from sick *p21*^*−/−*^*Zmat3*^*−/−*^, *Zmat3*^*−/−*^ and *p21*^*−/−*^ mice confirmed that these lymphomas were all of T lymphoid origin expressing THY1 and variable expression of CD4 and CD8 (Figs. 3B, S4A). Lymphoma burden, as determined by thymus weight, was smaller in *p21*^*−/−*^*Zmat3*^*−/−*^ mice compared to those detected in *Zmat3*^*−/−*^, *p21*^*−/−*^ and wt mice (Fig. 3C). However, no differences between these genotypes were seen in spleen weights or white blood cell counts (Fig. S4B, C), consistent with no difference in tumour burden. Interestingly, high levels of p19ARF which are indicative of loss of TRP53 pathway function, were apparent in 2 out of 4 wt, 2 out of 5 *Zmat3*^*−/−*^, 2 out of 3 *p21*^*−/−*^ but none out of 8 *p21*^*−/−*^*Zmat3*^*−/−*^ lymphomas tested by Western blotting (Fig. 3D). We therefore sequenced *Trp53* exons in all available tumours and found only 1/11 *p21*^*−/−*^*Zmat3*^*−/−*^ tumours to harbour a *Trp53* mutation, with considerable higher frequencies seen in lymphomas from the other tested genotypes, *p21*^*−/−*^ or *Zmat3*^*−/−*^ (Fig. 3E, F, Table S4). These findings demonstrate that in this mouse model of lymphomagenesis tumour suppression by TRP53 does not depend on ZMAT3 and/or p21 function. However, the reduction of readily detectable defects in TRP53 pathway function in the lymphomas from the *p21*^*−/−*^*Zmat3*^*−/−*^ mice indicates that the absence of these two TRP53 target genes may obviate the selection for mutations in *Trp53* in this malignant disease.

**Fig. 3:**
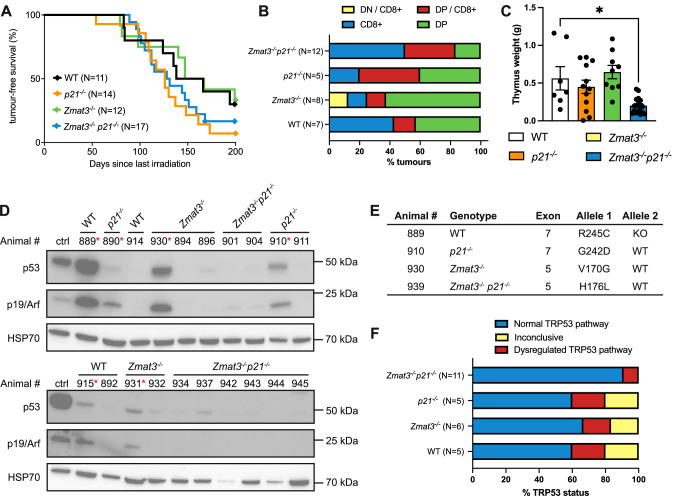
The combined absence of ZMAT3 and p21 does not accelerate γ-radiation induced thymic lymphoma development. **A** Kaplan-Meier curves showing percentages of tumour-free mice of the indicated genotypes after exposure to four weekly doses of γ-radiation (1.5 Gy for each dose). Differences in thymic lymphoma incidence between wt and *p21*^*−/−*^*Zmat3*^*−/−*^ were not statistically significant. *P* value determined by log-rank (Mantel-Cox) test *p* = 0.5. **B** Immunophenotyping of γ-radiation-induced thymic lymphomas arising in mice of the indicated genotypes, as assessed by cell surface marker staining and flow cytometric analysis of tumour cells from the thymus. Data are presented as the frequency of the indicated phenotypes for each genotype. Double negative CD4^-^CD8^-^ (DN) or double positive CD4^+^CD8^+^ (DP) lymphoma cells found in the thymus that show a trend towards the CD8 T cell lineage (DP/CD8^+^ or DN CD8^+^, respectively). N number of mice. **C** Thymus weights from sick mice of the indicated genotypes. Significant differences were observed in spleen weights between the sick *p21*^*−/−*^*Zmat3*^*−/−*^ and sick wt γ-irradiated mice. *p21*^*−/−*^*Zmat3*^*−/−*^ (*N* = 12), *p21*^*−/−*^ (*N* = 7)*, Zmat3*^*−/−*^ (*N* = 7) and wt (*N* = 5). Mean ± SEM, Unpaired Students *t*-test **p = 0.0065. **D** Western blot analysis of p19ARF, TRP53 and HSP70 (loading control) in thymic lymphomas of the indicated genotypes. Red asterisk indicates samples with dysregulated TRP53 pathway. The *Trp53* mutant *Eµ-Myc* lymphoma cell line EMRK1172 [51] was used as a control for p19ARF and mutant TRP53 protein overexpression. Protein size standards in kilodaltons (kDa) are indicated. The numbers represent the identification of individual mice in the colony. **E** *Trp53* exons 4-11 were sequenced from tumours (*N* = 26, Table S4). Table summary of mutations found, listed by amino acid change, *Trp53* knock out (KO) or *Trp53* wild-type (WT) alleles. **F** Summary of the TRP53 status in γ-radiation-induced thymic lymphomas arising in mice of the indicated genotypes as assessed by Western blot analysis and/or *Trp53* exon sequencing (see also Table S4). Inconclusive refers to lymphomas where TRP53 pathway dysregulation was seen by only Western blot analysis or exon sequencing but not in both assays.

### *Zmat3*^*−/−*^*Puma*^*−/−*^*p21*^*−/−*^ mice are prone to spontaneous tumour development

To examine the impact of combined loss of ZMAT3, PUMA and p21 in all tissues on the development of cancer, we aged *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ TKO as well as *Puma*^*−/−*^*Zmat3*^*−/−*^, *p21*^*−/−*^*Zmat3*^*−/−*^ and as controls *Trp53*^*−/−*^ as well as wt mice for 450–500 days. These animals were monitored for tumour development and major tissues were collected either at the time of sickness or at 450–500 days (study endpoint) regardless of health status. Interestingly, TKO as well as *Puma*^*−/−*^*Zmat3*^*−/−*^ and *p21*^*−/−*^*Zmat3*^*−/−*^ DKO mice were significantly more prone to spontaneous tumour development compared to wt controls, with TKO mice showing a cancer incidence of nearly 50% by 500 days (Fig. 4A). The majority of sick *Puma*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice presented with lymphoma (Figs. 4B, S5, Table 1) as determined by histopathological analysis, while most sick *Zmat3*^*−/−*^*p21*^*−/−*^ mice presented with solid tumours (Table 1). Consistent with previous reports [35], *Trp53*^*−/−*^ mice all develop cancer, mostly thymic lymphomas, within 250 days of age [35] (Fig. 4A, Table 1). None of the control wt mice developed tumours during the 500 day observation period (Fig. 4A, B). Collectively, these results show that the combined absence of the three TRP53 target genes *Zmat3*, *Puma* and *p21* causes a high incidence of spontaneous tumour development. It also shows that most malignancies arising in the compound mutant mice lacking PUMA are lymphomas whereas mice lacking ZMAT3 and p21 develop solid cancers.

**Fig. 4:**
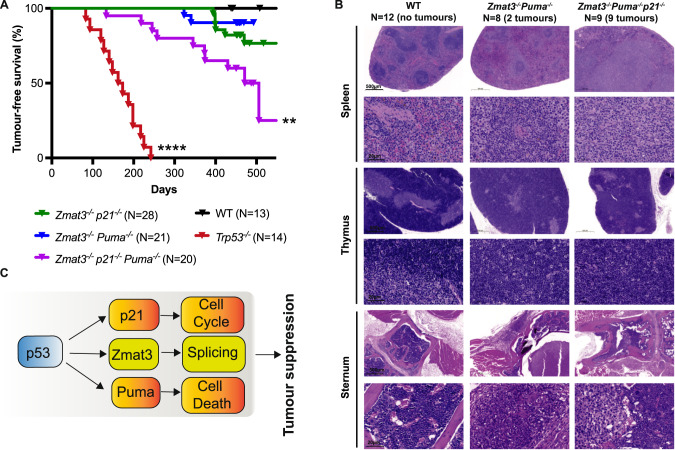
The combined absence of ZMAT3, PUMA and p21 causes spontaneous tumour development in mice. **A** Kaplan-Meier curves showing tumour-free survival of *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^, *Puma*^*−/−*^*Zmat3*^*−/−*^ and *p21*^*−/−*^*Zmat3*^*−/−*^ mice. Data from wt and *Trp53*^*−/−*^ mice are included as controls. Log-rank (Mantel-Cox) test P values comparing to wt mice; *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ *p* = 0.003**; *Puma*^*−/−*^*p21*^*−/−*^ *p* = 0.06; *Puma*^*−/−*^*Zmat3*^*−/−*^ *p* = 0.26; ****p < 0.0001. **B** Representative H&E-stained sections of spleen, bone marrow (sternum) and thymus of sick *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ (#454,615) and *Puma*^*−/−*^*Zmat3*^*−/−*^ (#471,624) mice, and an age-matched healthy wt (#953) mouse for comparison. Scale bar denotes 500 µm or 20 µm, respectively. N number of mice of a particular genotype analysed. **C** Model: ZMAT3 loss drives spontaneous tumour development in collaboration with additional loss of PUMA and p21.

**Table 1:** Tumour types observed in *Zmat3*, *Puma*, *p21* compound mutant mice.

Animal #	Sex	Age (days)	Tumour type(s) observed
*Zmat3*^*−/−*^*;Puma*^*−/−*^			
624	M	340	Early B- (Spl) and T-cell (Thy) lymphoma, infiltration (Liv, Kid, SC)
471	M	323	B-cell (Spl) and T-cell (Thy) lymphoma, metastasis (Liv, Kid)
	6 M/F	450–493	No tumours observed
	13 M/F	450–469	N.D. No tumours observed
*Zmat3*^*−/−*^*;p21*^*−/−*^			
222	M	572	Hepatocellular carcinoma
276	M	399	Hepatocellular carcinoma
283	F	470	Sarcoma
285	F	423	Sarcoma
297	F	394	Sarcoma
293	M	400	Subcutaneous tumour resembling amelanotic melanoma
831	M	400	Lymphoma (Spl), metastasis (Liv, Kid)
832	M	549	N.D. Enlarged spleen (0.3 g), mottled liver (0.26 g) observed
	2 M/F	461–517	No tumours observed
	18 M/F	459–517	N.D. No tumours observed
*Zmat3*^*−/−*^*;p21*^*−/−*^*;Puma*^*−/−*^			
615	M	245	Early B-cell (Spl) and T-cell (Thy, MLN) lymphoma
616	M	257	Early B-cell (Spl) and T-cell (Thy) lymphoma
696	F	133	Early B-cell (Spl) and T-cell (Thy) lymphoma
454	F	430	B-cell lymphoma (Spl), myeloid tumour (SC/BM)
473	F	345	B-cell lymphoma (Liv)
507	M	374	B-cell (Spl) and T-cell (MLN) lymphoma, metastasis (L, Spl)
773	M	218	B-cell (Thy, LN) and T-cell (Spl) lymphoma
187	F	506	N.D. Splenomegaly (2.9 g) observed
651	F	453	Follicular hyperplasia (Spl)
562	F	373	Myelogenous leukaemia
	10 M/F	450–590	N.D, No tumours observed
WT			
	12 M/F	438–508	No tumours observed
*Trp53*^*−/−*^			
	14 M/F	83–424	N.D. 5x thymic lymphoma, 8x lymphoma, 1x solid tumour

Aged mice from *Zmat3*^*−/−*^*;p21*^*−/−*^ *Puma*^*−/−*^ inter-crosses were euthanised at ethical endpoint (sick, hind leg paralysis, tumour volume, anaemia). Wild-type (WT) and *Trp53*^−/−^ mice housed in the same facility are included as comparative controls. Tumour types were determined by pathological analysis of H&E-stained organs and tumour sections. Organs involved noted in brackets.

*Spl* spleen, *Thy* thymus, *Liv* liver, *Kid* kidney, *SC* spinal cord, *BM* bone marrow, *MLN* mesenteric lymph node, *L* lung, *LN* lymph node, *N.D*. histology not done, noted observations made at autopsy.

## Discussion

TP53 is a critical suppressor of cancer development and progression [1–3, 36]. TP53 functions as a transcription factor that can directly regulate the expression of ~500 target genes, and indirectly many more [4, 36, 37]. Direct transcriptional targets of TP53/TRP53 that are critical for the induction of apoptotic cell death, cell cycle arrest and senescence have been considered as essential effectors of TP53/TRP53-mediated tumour suppression [4]. Unexpectedly, however, genetic inactivation of these three TRP53-activated cellular processes, for example due to the combined absence of PUMA, NOXA and p21, does not render mice tumour prone [10, 38, 39]. In contrast, 100% of TRP53-deficient mice spontaneously develop tumours, on a C57BL/6 background mostly thymic T cell lymphoma, before 270 days of age [40, 41]. Genetic screens and genetically modified mouse strains have provided useful tools to examine the importance and biological functions of a range of TRP53 target genes in TRP53-mediated tumour suppression. Utilising in vivo CRISPR and shRNA screening in oncogene expressing mouse embryonic fibroblast in vitro [6] and haematopoietic stem/progenitor cells in vivo [5], respectively, identified the zinc-finger RNA-binding protein ZMAT3 as a critical factor contributing to TRP53-mediated tumour suppression.

Here we show that the combined absence of ZMAT3, PUMA and p21, the latter two critical for TRP53-mediated induction of apoptosis [12, 13] and cell cycle arrest/cell senescence [14], respectively, resulted in nearly 50% of spontaneous tumour development by 500 days of age. Given that PUMA is a key factor in TRP53-mediated apoptosis in haematopoietic cells [1, 12, 13, 15], it is perhaps not surprising that the majority of sick *Puma*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice presented with lymphoma. Interestingly, some *Zmat3*^*−/−*^*p21*^*−/−*^ sick mice developed a range of solid cancers at a relatively old age. Their incidence of such malignant disease was significantly higher compared to wt mice. This indicates that loss of apoptotic function, cell cycle arrest/cell senescence and ZMAT3-regulated alternative splicing or not yet identified functions of ZMAT3 contribute to the tumour suppressive function of TRP53 in both haematological and solid cancers, with the combination of the genes lost determining cancer type. Notably, *Puma*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice presented with lymphoma, and *Zmat3*^*−/−*^*p21*^*-/*^ mice mainly developed solid tumours (6/8). This indicates that the loss of PUMA is particularly critical for spontaneous development of haematopoietic malignancies, consistent with the profound impact of its absence on apoptotic death of lymphoid and myeloid cells [12, 13, 15].

Examination of the lymphoid tissues from young *Puma*^*−/−*^*Zmat3*^*−/−*^, *Zmat3*^*−/−*^*p21*^*−/−*^*Puma*^*−/−*^and *p21*^*−/−*^*Zmat3*^*−/−*^ mice revealed that they were largely normal, although we did observe a significant, albeit minor, increase in LSK HSPCs in *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ mice compared to wt controls. This is consistent with earlier reports that the absence of TRP53 itself does not cause detectable abnormalities in the haematopoietic system of young healthy mice although it predisposes them to spontaneous lymphoma development [15, 40–42].

Several direct TRP53 target genes have been implicated in DNA damage-induced apoptosis signalling, but only the BH3-only proteins, PUMA and to lesser extent NOXA, have been shown to be essential for TRP53-induced apoptosis [12, 13, 15, 43]. As expected, thymocytes from *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^ and *Puma*^*−/−*^*Zmat3*^*−/−*^ mice displayed significant resistance to etoposide (comparable to thymocytes from *Puma*^*−/−*^ mice) to etoposide, a cytotoxic agent that kills these cells via a TRP53-dependent pathway [42, 44, 45]. This indicates that the additional loss of ZMAT3, alone or with further removal of p21, does not increase the protection against TRP53-dependent or TRP53-independent apoptosis that is caused by the absence of PUMA. Consistent with previous studies [5], this demonstrates that ZMAT3 does not have a prominent role in apoptosis, at least in lymphoid cells.

ZMAT3 is a double-stranded RNA binding protein and known TP53/TRP53 target gene, that has been shown to modulate splicing of genes involved in TP53/TRP53 regulation, various cellular processes, and splicing itself [46]. Similarly, we found here that ZMAT3 regulates expression of transcripts encoding proteins involved in the regulation of TP53/TRP53 function. The targets identified include, RPS2 is a ribosomal protein that was reported to interact with MDM2 to control the levels of TP53/TRP53 [16], SIK1 serine/threonine kinase that regulates TP53 function in apoptosis triggered by lack of adhesion to suppress breast cancer metastasis [21]. Additional genes included JUN, transcription factor and apoptosis repressor with caspase recruitment domain (ARC) that are commonly induced in cancers [22, 23]. Notably, CEBPB and KLF4 transcription factors were described to suppress the expression of TP53/TRP53 [20, 47] and frequently dysregulated in acute myeloid leukaemias [17]. In addition, we found that proteins encoded by known TP53/TRP53 target genes, including dual-specific threonine and tyrosine phosphatases DUSP1 [24] and DUSP5 [26], the FOS oncoprotein [27], RGS2 [28], SPRY1 [29], PLK2 [30] and ZFP36L2 [31] are regulated by ZMAT3. Collectively, these data indicate that ZMAT3 may suppress tumorigenesis by modulating the expression of the genes that control and maintain TP53/TRP53 activity.

Previous reports have shown that thymic T cell lymphoma development in mice induced by γ-radiation can be significantly accelerated by loss of *Trp53* (even loss of one allele of *Trp53*) [32, 34, 48]. This is likely due to impairment of DNA damage-induced apoptosis, cell cycle arrest/cell senescence and coordination of DNA repair, which constitute critical processes for TRP53-mediated tumour suppression [1–3, 36, 49, 50]. Whole body γ-irradiation activates TRP53 and causes induction of its downstream target genes *p21*, *Puma* and *Zmat3* in thymocytes as well as fibroblasts [5, 11] and probably many (if not all) other cell types. However, our investigations show that the absence of ZMAT3, either alone or in combination with loss of p21, did not accelerate (or slow) γ-radiation induced thymic T cell lymphoma development, in contrast to the loss of even a single allele of *Trp53*. Of note, while many *Zmat3*^*−/−*^ and *p21*^*−/−*^ thymic T cell lymphomas had acquired defects in TRP53 function, as revealed by high levels of p19ARF and DNA sequencing analysis, most *p21*^*−/−*^*Zmat3*^*−/−*^ lymphomas tested had retained wt TRP53 function. These findings demonstrate that ZMAT3 loss is not essential for the suppression of γ-radiation induced thymic T cell lymphoma development, probably because TRP53 can activate many at least partially redundant tumour suppressive processes in response to DNA damage.

In conclusion, our results confirm and extend the notion that ZMAT3 is a direct TRP53 target gene that contributes to TRP53-mediated tumour suppression. It probably does this by regulating a large number of mRNAs that function in the TP53/TRP53 network, thereby impacting, perhaps in a feed-forward activation loop, several TP53/TRP53-activated cellular responses [8, 46]. Of note, on its own loss of ZMAT3 does not cause cancer in mice but its tumour suppressive function becomes apparent when TRP53-mediated apoptosis (loss of PUMA) and/or cell cycle arrest/cell senescence (loss of p21) are concomitantly disabled. Similarly, the impact of loss of ZMAT3 in mouse models of lung and liver cancer was less pronounced than that caused by the absence of TRP53 [6, 11]. Additional support for the idea that in addition to the absence of ZMAT3, additional TP53/TRP53-regulated processes must also be disabled for spontaneous tumour development comes from the observation that mutations in *ZMAT3* are not prevalent in human cancers compared to the very high frequency of *TP53* mutations [6, 46]. Since the combined loss of ZMAT3, PUMA and p21 does not result in the same tumour spectrum and duration of tumour-free survival as loss of TRP53 alone. Hence other TP53/TRP53 regulated processes for tumour prevention such as coordination of DNA repair to maintain genome stability [5] are required. Thus, our findings further cement the importance of the coordinated action of multiple TP53/TRP53-activated cellular responses for tumour suppression. This may have implications for developing novel strategies for treating cancer as simultaneous activation of several of these responses might be needed for effective therapy.

## Materials and methods

### Mice

*Zmat3*^*−/−*5^, *Puma*^*−/−*^*p21*^*−/−*21^ and *Trp53*^*−/−*41^mice have been previously described. All mice were maintained on a C57BL/6-WEHI background. To produce *Puma*^*−/−*^*p21*^*−/−*^*Zmat3*^*−/−*^, *Puma*^*−/−*^*Zmat3*^*−/−*^ and *p21*^*−/−*^*Zmat3*^*−/−*^ mice, we serially inter-crossed *Zmat3*^*−/−*^ and *Puma*^*−/−*^*p21*^*−/−*^ mice. Genotyping was performed by polymerase chain reaction (PCR) to confirm the absence of *Zmat3, Puma* and/or *p21* genes (for PCR primers used, see Supplementary Table 5).

### Histology

Organs from mice were fixed in 10% buffered formalin solution and subsequently embedded in paraffin. Slides were prepared and stained with haematoxylin and eosin (H&E). Histological examination of the organs was performed by Phenomics Australia Histopathology and Slide Scanning Service, University of Melbourne.

### Thymic T cell lymphoma induction

*p21*^*−/−*^*Zmat3*^*−/−*^, *p21*^*−/−*^*, Zmat3*^*−/−*^ and wt mice (starting at 27 ± 6 days of age) were γ-irradiated weekly for 4 weeks with 1.5 Gy from a 60 Co source (Theratron Phoenix, Theratronics). Treated mice were then monitored for 200 days for signs of illness, and tumour onset was calculated from the last (4th) dose of γ-irradiation.

### *Trp53* exon sequencing

Genomic DNA was isolated from 5 × 10^6^ thymic lymphoma cells using the DNeasy Blood & Tissue Kit (Qiagen). A total of 9 PCR primers pairs spanning exons 4–11 of *Trp53* [51] were used to amplify coding regions. Subsequently, PCR products were subjected to a second PCR using indexing primers, purified using Ampure XP beads (Beckman Coulter), then pooled and sequenced using the MiSeq platform (Illumina).

### Immunostaining and flow cytometric analysis

Thymus, spleen, and bone marrow were harvested, and single cell suspensions were prepared in PBS (Gibco) with 5 mM EDTA (Merck), supplemented with 5% foetal calf serum (FCS; Sigma-Aldrich) for staining. Fluorochrome-conjugated monoclonal antibodies used are as follows; B220 (RA3-6B2), IgM (RMM-1), IgD (11.26C), TCRβ (H57.597), CD4 (GK1.5), CD8 (53-6.7), MAC1 (M1/70) SCA1 (E13-161.7), c-KIT (2B8), NK1.1(PK136), Ter119 (TER119), Ly6G (1A8-4-10-9), F4/80 (BM8), CD2 (RM2.1), and were obtained from eBioscience, BioLegend, or generated in-house. Staining with propidium iodide (PI Sigma-Aldrich; 1 μg/mL) was used to exclude dead cells. Whole-organ cell counts were determined by mixing a known concentration of APC Calibrite beads (Becton Dickinson) with each sample. Data were collected using LSRFortessa X-20 or FACSymphony analysers and examined using FlowJo 10 (Becton Dickson).

### Cell viability and activated (cleaved) caspase-3 assays

Thymi were harvested from mice of the indicated genotypes and single cell suspensions were prepared by gentle mashing through a 100 µm nylon strainer (Falcon). Cells were cultured in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% foetal calf serum, 50 μM 2-mercaptoethanol, 100 mM asparagine, 100 U/mL penicillin, and 100 mg/mL streptomycin. For viability assay, 5 × 10^4^ cells were plated into 96-well flat-bottom plates in triplicate and treated, as described [35], with DMSO (control), 1 nM dexamethasone (Sigma-Aldrich), 1 µg/mL etoposide (Sigma-Aldrich), 1 µg/mL ionomycin (Sigma-Aldrich) or subjected to serum starvation by culturing in medium containing only 1% foetal calf serum. Cell viability was assessed at 24 h by resuspending cells in Annexin-V binding buffer (0.1 M Hepes (pH 7.4)), 1.4 M NaCl, 25 mM CaCl_2_ containing fluorescein isothiocyanate (FITC)-conjugated Annexin-V and 1 µg/mL PI. For activated (i.e. cleaved) caspase-3 staining, 5 × 10^4^ cells were plated into 96-well flat-bottom plates in triplicate and treated with 5 µg/mL etoposide for 6 h, fixed (FIX & PERM, Invitrogen), and stained with an antibody to detect cleaved caspase-3 conjugated to FITC (#9661, Cell Signalling). Cells were examined by flow cytometric analysis using a BD-Biosciences LSR-II analyser. Ten thousand events were recorded per sample and data were analysed using FlowJo 10 analysis software.

### Western blot analysis

For Western blot analysis, cell lysates were prepared in radio-immunoprecipitation assay (RIPA) buffer supplemented with PhosSTOP and complete protease inhibitor cocktail (Roche). Protein concentration was determined by Bradford assay using the Protein Assay Dye Reagent Concentrate (Bio-Rad, Hercules, CA). Samples of 10 μg of protein were prepared in Laemmli buffer, boiled for 5 min and size-fractionated by gel electrophoresis on NuPAGE 10% Bis-Tris 1.5-mm gels (Life Technologies) in 2-(N-morpholino) ethanesulfonic acid (MES) buffer. Proteins were then transferred onto nitrocellulose membranes (Life Technologies) using the iBlot membrane transfer system (Bio-Rad). Antibody dilution and blocking were performed in 5% skim milk, 0.1% Tween 20 in phosphate-buffered saline (PBS). The following antibodies were used for probing; mouse TRP53 (clone CM5, Novocastra), p19/ARF (clone 5.C3.1, Rockland) and HSP70 (clone N6, gift from Dr. R Anderson, Olivia Newton-John Cancer Research Institute, Melbourne, VIC, Australia), the latter used as a control for protein loading. Secondary antibodies used include goat anti-mouse IgG and goat anti rabbit-IgG, both conjugated to horseradish peroxidase (HRP) (Southern Biotech). Forte Western HRP substrate (Millipore, Billerica, MA) was used for developing the signal, and membranes were imaged and analysed using the ChemiDoc XRS1 machine with ImageLab software (Bio-Rad).

### RNA sequencing

RNA was extracted from thymocytes using the miRNeasy Micro Kit (Qiagen) according to the manufacturer’s protocol, including a DNase digestion step. An input of 100 ng total RNA for each sample was indexed separately using the TruSeq RNA Prep Kit v2 (Illumina). Each library was quantified using the Agilent Tapestation. The indexed libraries were pooled and diluted to 750 pM for paired end sequencing (2 × 116 cycles) on the NextSeq 2000 instrument using the P3 200 cycle High Output Kit (Illumina) according to the manufacturer’s instructions. The base calling and quality scoring were determined using Real-Time Analysis on board software v2.4.6, while the FASTQ file generation and de-multiplexing utilised bcl2fastq conversion software v2.15.0.4. Raw FASTQ files were processed, and quality control performed using the nf-core/rnaseq v3.10.1 [52, 53]. Reads were pseudo-aligned and quantified using the Salmon option [54]. The GRCm38.p6 version of the mouse reference genome and the GENCODE vM25 GTF annotation files were used. We filtered out genes: (i) with obsolete Entrez Gene IDs, (ii) ribosomal RNA (rRNA), (iii) non-protein coding immunoglobulin genes (iv) the *Xist* gene and (v) genes that are on chromosome Y. Next, we filtered out lowly expressed genes by discarding those that did not show a minimum reliable level of expression of 20 counts per million reads of the smallest library size, in at least all the samples of the smallest group [55, 56]. The DESeq2 package (v1.40.0) [55, 57] was used for the differential expression analysis. We adjusted for the sex as a batch effect correction and surrogate variables were calculated with SVA [58]. Genes with adjusted *p* < 0.05 (5% FDR) and absolute log2FC > 1.5 were considered as statistically significant. Functional enrichment analysis of the biological processes was conducted with the Gene Ontology (GO) database using the clusterProfiler package [59] GSEA [60] was carried out in R using the fgsea package v1.24.0 [61] using the hallmark and curated gene sets from the mouse MsigDb [60, 62–64] GSEA was used to test for enrichment of specific gene sets within a ranked list based on p-value and log2FC. Gene sets with a *p* < 0.05 were considered as statistically significant.

### Supplementary information

Supplemental Figures Legends

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Table 1

Supplemental Table 3

Original Data File

PRE-Authorship form

## Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus (ncbi.nlm.nih.gov/geo) under accession number GSE248747. The code used for the RNA-Seq analysis is available at https://github.com/Geriroso/ZMAT3_analysis. All knockout mice will be made available to the scientific community upon request.

# Supplementary material for: Combined absence of TRP53 target genes ZMAT3, PUMA and p21 cause a high incidence of cancer in mice
**Source:** Cell Death Differ. 2023 Dec 18;31(2):159–69. doi: 10.1038/s41418-023-01250-w
**Supplement:** Supplementary file 1 — Supplemental Figures Legends

**Supplementary Material**

**Supplementary Figure 1. Lymphoid organ analysis of young adult mice of the indicated genotypes.**

Single-cell suspensions were prepared from spleen, thymus, peripheral blood and bone marrow of *Puma^-/-^p21^-/-^Zmat3^-/-^* (N=5) , *Puma^-/-^Zmat3^-/-^* (N=2-4)*, p21^-/-^Zmat3^-/-^* (N=6), *Puma^-/-^* (N=7)*, p21^-/-^* (N=8)*, Zmat3^-/-^* (N=6) and wt (N=7) mice, and the indicated haematopoietic cell subsets were examined by immunostaining and FACS analysis. (**A**) Total cell counts for bone marrow (1 femur,) whole spleen and thymus in mice of the indicated genotypes. (**B**) Total white blood cell (WBC) counts in peripheral blood in mice of the indicated genotypes. (**C**) Representative FACS plot of cells from a wt mouse indicating the gating strategy to identify cell populations of interest in the thymus. Immature double-negative thymocytes (DN progenitor; CD4^-^CD8^-^), double-positive thymocytes (DP immature; CD4^+^CD8^+^) and the mature CD4^+^CD8^-^ and CD4^-^CD8^+^ single-positive T lymphoid cell populations. (**D**) Percentages of the indicated cell subsets in the thymus of mice of the indicated genotypes. (**E-G**) Complementary data for Figure 1D-E, H to include single knockout mice as controls. (**H**) Representative FACS plots of cells from wt mice indicate gating strategy to identify cell populations of interest in the peripheral blood. B cells (B220^+^), T cells (TCRβ^+^) and myeloid cells (MAC1^+^B220^-^TCRβ^-^). (**I**) Percentages of the indicated cell subsets in the peripheral blood of mice of the indicated genotypes.

**Supplementary Figure 2. Major organ analysis of young adult mice of the indicated genotypes.**

Representative H&E-stained sections of the indicated organs, as indicated, from 8- to 12-week old mice of the indicated genotypes. N represents number of mice analysed. Scale bar denotes 500 µm.

**Supplementary Figure 3 RNA sequencing of thymocytes from young adult TKO mice**

RNAseq analysis of isolated thymocytes from 8-12 week old wt (N=4), *Zmat3^-/-^* (N=4) and *Puma^-/-^p21^-/-^Zmat3^-/-^* TKO (N=3) mice. (**A**) Functional enrichment analysis of the biological processes was conducted using the Gene Ontology (GO) database. Significant GO terms are shown with an associated p-adjusted value (determined by circle colour) and GeneRatio (Number of differentially abundant proteins associated with the GO terms / number of input differentially abundant proteins). The circle size is given by the count of proteins detected that are involved in each GO term. (**B**, **C**) Volcano plot of deferentially expressed genes between cells from mice of the indicated genotypes. Genes with a Log2FC cut off 1.5 and p.adj<0.05 were considered significant (red dots). (**B**) Known TP53/TRP53 regulators and target genes are labelled. (**C**) Comparing cells from *Zmat3^-/-^* mice with cells from TKO mice shows only 9 DE genes (labelled).

**Supplementary Figure 4. Characterisation of γ-radiation induced thymic lymphomas.**

(**A**) Representative FACS plots from immunophenotyping of γ-radiation-induced thymic lymphomas arising in mice of the indicated genotypes as assessed by cell surface marker staining and flow cytometric analysis. Lymphoma cells found in the thymus were classified as either 1) CD4^-^CD8^-^ double negative / CD4^-^CD8^+^ single positive mixed (DN / CD8^+^), 2) CD4^-^CD8^+^ single positive (CD8^+^), 3) CD4^-^CD8^+^ single positive and CD4^+^CD8^+^ double positive mixed (DP / CD8^+^) or 4) CD4^+^CD8^+^double positive only (DP). (**B**) Spleen weights and (**C**) white blood cell counts (WBC) in peripheral blood from sick mice of the indicated genotypes. Mean ± SEM, Unpaired Students t-test. p value indicated compares sick *p21^-/-^Zmat3^-/-^* and sick wt γ-irradiated mice. *p21^-/-^Zmat3^-/-^* (N=12), *p21^-/-^* (N=7), *Zmat3^-/-^* (N=7) and wt (N=5).

**Supplementary Figure 5. Histological analysis of sick *Puma^-/-^p21^-/-^Zmat3^-/-^* mice.**

Representative H&E-stained sections of the indicated organs that show evidence of tumours from sick *Puma^-/-^p21^-/-^Zmat3^-/-^* mice with indicated mouse numbers. Age-matched wt mice were used for comparison (for summary of the histopathology report see Table 1). Scale bar denotes 500 µm.

# Supplementary material for: Combined absence of TRP53 target genes ZMAT3, PUMA and p21 cause a high incidence of cancer in mice
**Source:** Cell Death Differ. 2023 Dec 18;31(2):159–69. doi: 10.1038/s41418-023-01250-w
**Supplement:** Supplementary file 7 — Supplemental Table 1

**Table S1:** Mendelian ratios from heterozygous crosses

|  |  | Offspring obs.(exp.) | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Breeding pair | **+/+** | | **+/-** | **-/-** | | ***X^2^*** | **p** |
| *Zmat3^+/-^* X *Zmat3^+/-^* | 63 (62.75) | | 129(125.5) | 59(62.75) | | 0.3227 | 0.8510 |
| *Puma^+/-^* X *Puma ^+/-^* | 137 (148.5) | | 317(297) | 140(148.5) | | 2.724 | 0.2562 |
| *p21^+/-^* X *p21^+/-^* | 37(29.25) | | 58(58.5) | 22(29.25) | | 3.855 | 0.1455 |

Observed (obs) and expected (exp) Mendelian inheritence of induvidual alleles within *Zmat3;puma;p21* intercrossed colony at weaning. Data include heterozygous intercrosses of each allele irrespective of other allele genotypes. Chi-square test (degrees freedom = 2) was used to determine p-value. p>0.05 = not significant.

**Table S2:** Mendelian ratios from di-hybrid crosses

|  |  |  |  |  | **Offspring obs.(exp.)** | | |  |  | |  | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **+/+**  **+/+** | **+/+**  **+/-** | **+/+**  **-/-** | **+/-**  **+/+** | **+/-**  **+/-** | **+/-**  **-/-** | **-/-**  **+/+** | **-/-**  **+/-** | | **-/-**  **-/-** | | ***X^2^*** | **p** | |
| **Breeding pair** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| *Zmat3^+/-^;puma^+/-^* X *Zmat3^+/-^;puma^+/-^* | 10  (10.9) | 17  (21.9) | 14  (10.8) | 23  (21.9) | 44  (43.7) | 23  (21.9) | 14  (10.9) | 22  (21.9) | | 8  (10.9) | | 3.789 | 0.8757 | |
| *Zmat3^+/-^;p21^+/-^* X *Zmat3^+/-^;p21^+/-^* | 8  (7) | 14  (14) | 7  (7) | 23  (14) | 32  (28) | 8  (14) | 5  (7) | 10  (14) | | 5  (7) | | 11.36 | 0.1823 | |

Observed (obs) and expected (exp) Mendelian inheritence of compound *Zmat3^+/-^;puma^+/-^* and *Zmat3^+/-^p21^+/-^* intercrosses. Chi-square test (degrees freedom = 8) was used to determine p-value. p>0.05 = not significant.

**Table S3: DE genes in attached excel spreadsheet**

**Table S4. Dysregulation of p53 pathway in irradiation induced thymic lymphoma model**

| **Animal #** | **Western blot** | **Sequencing** |
| --- | --- | --- |
| **Wild type** | |  |
| 886 | N.D | +/+ |
| 889 | + | mut/- |
| 914 | - | +/+ |
| 915 | + | +/+ |
| 892 | - | +/+ |
| ***p21^-/-^*** | |  |
| 890 | + | +/+ |
| 910 | + | mut/+ |
| 911 | - | +/+ |
| 997 | N.D | +/+ |
| 998 | N.D | +/+ |
| ***Zmat3^-/-^*** | |  |
| 894 | - | +/+ |
| 896 | - | +/+ |
| 930 | + | mut/+ |
| 931 | + | +/+ |
| 932 | - | +/+ |
| 934 | - | N.D |
| ***Zmat3^-/-^ p21^-/-^*** | |  |
| 884 | N.D | +/+ |
| 885 | N.D | +/+ |
| 900 | N.D | +/+ |
| 901 | - | +/+ |
| 904 | - | +/+ |
| 937 | - | +/+ |
| 939 | N.D | mut/+ |
| 942 | - | +/+ |
| 943 | - | +/+ |
| 944 | - | +/+ |
| 945 | - | +/+ |

N.D: Not done

**Table S5:** Genotyping primers

| Allele | Primers | Fragment size (bp) |
| --- | --- | --- |
| *Zmat3* (wildtype) | 5’TGGTCCATTACTTGGTTGGAC  5’AGTGGTTCTGGAAGGCAGAG | 416 |
| *Zmat3* (knockout) | 5'TGATTTTGCAAGGGCTGTAG  5’CCACACTGAACATGGTGTGAC | 308 |
| *Puma* | 5’ACCGCGGGCTCCGAGTAGC  5’GGACTGTCGCGGGCTAGACCCTCTG  5’AGGCTGTCCCTGGGGTCATCCC | 203 (WT)  379 (knockout) |
| *p21* | 5’AAGCCTTGATTCTGATGTGGGC  5’TGACGAAGTCAAAGTTCCACC  5’GCTATCAGGACATAGCGTTGGC | 872 (WT)  700 (knockout) |

# Supplementary material for: Combined absence of TRP53 target genes ZMAT3, PUMA and p21 cause a high incidence of cancer in mice
**Source:** Cell Death Differ. 2023 Dec 18;31(2):159–69. doi: 10.1038/s41418-023-01250-w

Premalignant mice from  
Zmat3a/Puma/p21/DEL  
Colony : Blot 1

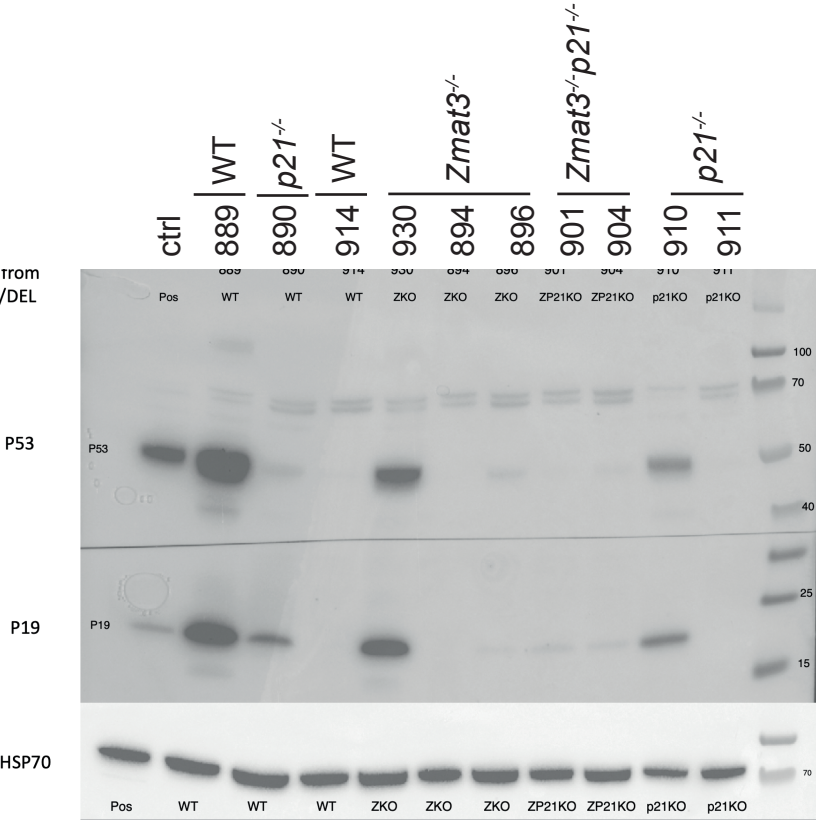

Premalignant mice from  
Zmat3a/Puma/p21/DEL  
Colony : Blot 2

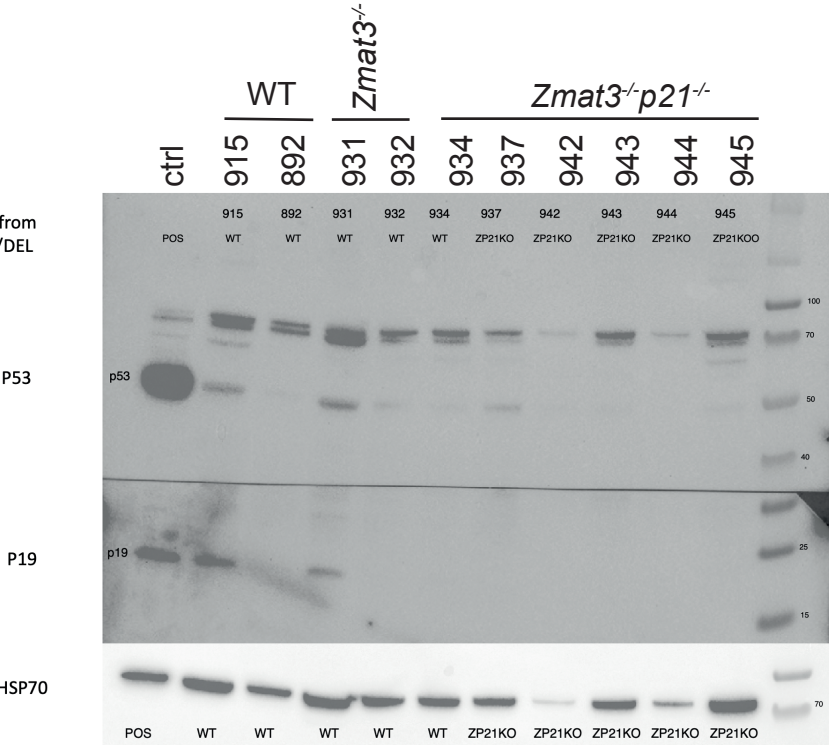

**Supplement:** Supplementary file 9 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

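RNA-seq of thymocytes from 4 wt, 4 *Zmat3*-/- and 3 *Puma*-/-*p21*-/-*Zmat3*-/- (TKO) mice was used. The authors pseudo-aligned and quantified the reads with Salmon in the nf-core/rnaseq pipeline and deposited the estimated counts per gene, one column per mouse and without normalization. All 598598 values in the table are whole numbers, so rounding before the count tests changed none. Of the 54418 genes in the table, 54166 were matched by Ensembl identifier to GENCODE M21, which gave names, positions on GRCm38 and gene classes, and 252 were not. The paper used GENCODE vM25. Samples were grouped by the genotype and replicate number in their labels.

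Genotypes were compared pairwise with edgeR 4.0.16 (R 4.3.3, limma 3.58.1): TMM normalization, dispersion estimation, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment, two-sided. Expression values are CPM with TMM factors over all 11 mice. Log2FC is edgeR's, and its standard error is the absolute log2FC divided by the square root of the F statistic. The filter, the gene classes left out and the thresholds followed the paper. The paper also removed genes with obsolete Entrez identifiers, a step that was not repeated here. It used DESeq2 with sex and surrogate variables, a model that was not run here. DESeq2 1.42.0, with and without apeglm 1.24.0, was tried as an alternative with genotype alone. Surrogate variables from sva 3.50.0 and a stand-in for sex were tried in edgeR fits. Since the labels give no sex, the *Xist* level of each mouse was used as a number in its place. A fold against a group in which every mouse had at most 3 counts was computed against 3 counts and is a lower bound. Intervals and floors of this kind cover counting error only. At 3 counts, the smallest library could show 0.170 CPM and the largest 0.0374 CPM.

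The genes given by name were fixed before the data were examined: the targeted genes, every gene named in the paper's RNA-seq paragraph and Fig. S3C with the parents of pseudogenes, 6 genes from the introduction, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall whose ranges did not overlap. *Gm11249*, *Atp6v0c*, *Dcxr* and *Zscan10* were added after their values were seen. Lists of immediate-early (39), TRP53 target (43), heat shock (12), thymic stroma (22), myeloid (16), B cell (10) and erythroid (7) genes were written from general knowledge before the counts were examined. The immediate-early list was made because many genes of Table S3 are of that kind. The B cell and erythroid scores entered no passage. The scores used log2 CPM with a prior count of 2 and were compared by two-sided exact permutation tests. Positions near the targeted genes were compared by Fisher's exact test against all tested genes. Sequence shared between pseudogenes and protein-coding transcripts was counted in words of 31 bases.

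The alternatives were another test (DESeq2, with and without shrinkage), RLE size factors, filters on low counts, no gene classes left out, all 3 genotypes in one fit, the replicate number as a block, surrogate variables, the *Xist* level, other treatments of the fold change threshold, and each mouse left out. They were set before the data were examined, except for the block on the scores and every alternative for the heat shock, stroma and myeloid scores. The pairing comes from the replicate numbers in the sample labels, which the paper does not describe as pairs. On simulated counts with 200 genes changed by a log2 of 3, edgeR recovered 99.5%, 100% and 99.5% of them in the comparisons of TKO with wt, TKO with *Zmat3*-/- and *Zmat3*-/- with wt mice. Each gene was drawn on its own with the dispersion usual at its level. The recovery therefore does not carry over to genes with a wider spread, such as *Fos*, uncalled at a log2FC of 3.17 between TKO and wt mice. A list raised by a log2 of 1 in simulated values was recovered at 1.05, and 4 of 200 random draws of 30 genes gave a window test with p under 0.05. Enrichment for Gene Ontology terms and curated gene sets was left out because their members were not analysed here.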

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

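The tests of spread, of other divisions of the mice and of *Glo1* and *Atp6v0c* were chosen only after the results were seen, and those on immediate-early and heat shock genes were set before.

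The paper gives no number for *Zmat3*-/- against wt thymocytes, where 43 genes were called DE. Among the 8 divisions of these mice into groups of 4 that part as many same-numbered pairs, only the real one, 1 of 8, gave as many genes, and 8 divisions cannot give a share under 0.05. The other divisions, which leave same-numbered mice together, gave at most 1 gene, with 9 to 4576 genes at an unadjusted p under 0.05, and 3 of them gave more than the real 2174. The 43 genes include 7 immediate-early genes, and the score of the immediate-early list was 1.15 higher in *Zmat3*-/- mice (two-sided exact permutation test, p = 0.0286, the smallest possible, higher in 4 of 4 mice). The genes may follow the loss of ZMAT3, but the time or stress before RNA extraction could also raise them. The largest range of the score within a genotype was 0.852, in wt mice. The list shares 15 genes with Table S3, on which the pattern was first seen, and the range shows only handling that varied within a genotype, so this test cannot separate the explanations. With the replicate number as a block, 8 genes were called. The heat shock score was 0.91 higher in *Zmat3*-/- mice (permutation p = 0.0286, the smallest possible), and with the median in place of the mean 0.32 higher (p = 0.0857, over a range of 0.0286 to 0.125 in its alternatives), so handling remains open.

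In 9 of the 104 groups of 4 wt or 4 *Zmat3*-/- mice examined, 1 mouse lay far from the others, where chance gives about 5.2. In 6 of these the counts are near the floor. *Atp6v0c-ps2* was at 0.0385 CPM in wt mouse 4 and 0.0976 CPM in *Zmat3*-/- mouse 2, *Gm10503* at 0.0385 and 0.0325 CPM in the same mice, *Glo1-ps* at 0.115 CPM in wt mouse 4 and *Gm38226* at 0.166 CPM in *Zmat3*-/- mouse 4, with 0 in the other mice of each group. Among expressed genes and scores, *Zmat3*-/- mouse 3 had 66.2 CPM of *Jun* against 124 to 131 CPM in the other *Zmat3*-/- mice, and an immediate-early score of 0.29 against 0.45. *Zmat3*-/- mouse 4 had a heat shock score of 0.70 against 0.15 to 0.24. These mice share a genotype, so no biological explanation was tested.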

How the results depend on the processing

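The number of genes called between TKO and wt mice, 32, moved to 103 with DESeq2, 72 with apeglm shrinkage, 51 without a filter on low counts, 68 with all 3 genotypes in one fit, 16 with the replicate number as a block, 176 with 1 surrogate variable or the estimated number, 182 with the *Xist* level and 1 surrogate variable, and 9 with glmTreat. It ranged from 15 to 35 across the 7 fits that each left out one mouse. Between TKO and *Zmat3*-/- mice, 16 genes became 45 without the filter, 7 with at least 10 counts in every mouse and 29 at any fold change, with 14 to 18 across the 7 fits that each left out one mouse. The block gave 16 there, and same-numbered mice correlated at 0.0813. Between *Zmat3*-/- and wt mice, 43 genes became 123 with DESeq2, 70 with apeglm shrinkage, 73 with all 3 genotypes, 8 with the replicate block, 215 with 1 surrogate variable or the estimated number, 212 with the *Xist* level and 1 surrogate variable, 103 at any fold change and 5 with glmTreat, and ranged from 12 to 47 across the 8 fits that each left out one mouse. The 11 genes called in both comparisons of TKO mice became 4 with at least 10 counts in every mouse. They ranged from 8 to 13 with one mouse left out. For each of these shifts the cause was not tested. Called in all 21 alternatives were 3 of the 32 genes (*Baiap3*, *Rps2-ps10* and *Sik1*) and 4 of the 16 (*Baiap3*, *Rps2-ps10*, *Vmn2r97* and *Zscan10*, the last chosen after its values were seen). In all 22 alternatives for *Zmat3*-/- against wt mice, 4 of the 43 were called (*Fosb*, *Klf4*, *Sik1* and *Trib1*).

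*Zmat3* was lower in TKO than in wt mice in every setting and called in none, with a log2FC of −1.50 to −1.05 when one mouse was left out. Among 74 other log2FC values of named genes, 1563 were computed under alternatives: 1377 kept their direction and their side of the threshold, 124 were weaker, 50 stronger and 12 reversed. All 12 are near 0. *Mdm2* between *Zmat3*-/- and wt mice was −0.0017 without the filter, −0.0044 with all 3 genotypes and −0.013 with surrogate variables. With one mouse left out it ranged from −0.032 to 0.043, *Mdm4* from −0.085 to 0.32 and *Cd44* from −0.048 to 0.12.

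The immediate-early score fell from 1.17 to 0.34 (p = 0.229) between TKO and wt mice, and from 1.15 to 0.34 (p = 0.143) between *Zmat3*-/- and wt mice, when the genes of Table S3 were left out, which removes genes called for this difference on the same data (two-sided exact permutation tests). It ranged from 1.05 to 1.31 and from 1.01 to 1.28 with one mouse left out. With the replicate block it was 1.05 (exact sign permutation, p = 0.25, the smallest possible). Between TKO and *Zmat3*-/- mice it was 0.024 and ranged from −0.017 to 0.053. The TRP53 target score between TKO and wt mice, 0.030, became −0.076 with the median and −0.033 without the genes of Table S3, and ranged from −0.0068 to 0.080 with one mouse left out. Between TKO and *Zmat3*-/- mice it was −0.014, became 0.0064 with the median, and ranged from −0.052 to 0.033. Between *Zmat3*-/- and wt mice it was 0.045, became −0.083 with the median and −0.026 without the genes of Table S3, and ranged from 0.025 to 0.073. The stroma score between TKO and wt mice ranged from −0.27 to 0.57 and the myeloid score from −0.53 to 0.48 with one mouse left out. For these scores the cause was not tested. The odds ratio near *Cdkn1a*, 52.0, was 59.9 within 10 Mb, 34.0 over the chromosome and 27.6 with DESeq2. The smallest library, with 17669715 counts, limits what can be said of genes under 0.170 CPM.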

Differences from the paper's values

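The paper reports 75 DE genes between TKO and wt thymocytes, and 32 were called here. Of the alternatives set before the data were examined, DESeq2 (103), DESeq2 with apeglm shrinkage (72), no filter on low counts (51) and all 3 genotypes in one fit (68) came within 1.5 times the paper's number, and no other alternative did. An edgeR fit with the *Xist* level in place of sex and 1 surrogate variable called 182. The paper's own model, DESeq2 with sex and surrogate variables, was not among the alternatives. The paper reports 9 DE genes between TKO and *Zmat3*-/- thymocytes, and 16 were called here. A minimum of 10 counts in every mouse (7) and glmTreat (12) came within 1.5 times the paper's number, and no other alternative did.

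For 9 of the 25 log2FC values compared with Table S3 between TKO and wt mice, the difference exceeded the larger standard error. The paper's value for *Zmat3* is −1.69 and the value here −1.28. It was −1.50 without wt mouse 1, −1.45 without wt mouse 2 and −1.30 without TKO mouse 2, within the larger standard error of the paper's value. Without TKO mouse 1 or 3 it was −1.28 and −1.23, and came within the standard error only because that rose to 0.497 and 0.492. For *Neat1* the paper's value is −2.15 and the value here −1.73, and the fits without wt mouse 1, wt mouse 2 or TKO mouse 1 brought the difference within the larger standard error. For *Jun* the paper's value is 3.55 and the value here 2.36, and for *Fos* the paper's value is 4.96 and the value here 3.17. Both differences came within the larger standard error with surrogate variables (estimated number or 1), with the *Xist* level, with the *Xist* level and 1 surrogate variable, and without wt mouse 2. No alternative did so for *Cebpb* (2.80 in the paper, 1.45 here), *Sik1* (2.67 in the paper, 3.09 here), *Arc* (1.90 in the paper, 1.32 here), *Dusp1* (3.18 in the paper, 2.37 here) or *Perp* (−2.43 in the paper, −0.54 here). None of the alternatives joined DESeq2 with sex or surrogate variables, as the paper did. Between TKO and *Zmat3*-/- mice, the paper's value for *Vmn2r97* is −2.78 and the value here −3.05. Surrogate variables (estimated number or 1), the *Xist* level and 1 surrogate variable, and the fit without TKO mouse 3 brought it within the larger standard error. With all 3 genotypes in one fit it was −3.03, within the standard error only because that rose to 0.455. For *Hmga1* the paper's value is −2.00 and the value here −1.81, and the replicate block and the fits without *Zmat3*-/- mouse 3, *Zmat3*-/- mouse 4 or TKO mouse 3 brought it nearer and within the larger standard error. With all 3 genotypes in one fit it stayed at −1.81, within the standard error only because that rose to 0.292.

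Of the 75 genes in Table S3, 24 were called here. Settings that called others of them were DESeq2 (44 in all), DESeq2 with apeglm shrinkage (38), no filter on low counts (33), all 3 genotypes in one fit (36), 1 surrogate variable or the estimated number (48), the *Xist* level (25), the *Xist* level and 1 surrogate variable (47), any fold change (26), and the fits without wt mouse 1 (26), wt mouse 2 (18) or wt mouse 3 (18). Among genes the paper names, *Neat1* was called with DESeq2, with apeglm shrinkage, with all 3 genotypes in one fit and in each fit with surrogate variables. *Jun* was called with DESeq2, with apeglm shrinkage and with surrogate variables, *Cebpb* and *Fos* with surrogate variables, and *Rgs2* with DESeq2, without the filter, with all 3 genotypes and with surrogate variables. *Arc*, *Perp*, *Rps2*, *Rnps1* and *Zmat3* were called in none of the 21 alternatives. Fits against wt mice 1 and 2 alone or 3 and 4 alone were also run, after the values were seen. They were set aside and are not reported, because that division of the wt mice was taken from their expression.

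The paper states that *Rps2* is among the genes that differ most between TKO and wt thymocytes, and that *Rnps1* and *Rps2* alone are shared with the comparison to *Zmat3*-/- mice. Here *Rps2* had a log2FC of −0.78 and *Rnps1* of −1.22 between TKO and wt mice, and neither was called. The pseudogenes *Rps2-ps10* and *Rnps1-ps* were called in both comparisons, and 11 genes in all. The paper's own lists in Table S3 share 7 genes. The paper states that TRP53-regulated genes are enriched between wt and TKO mice. With another list and test, the TRP53 target score differed by 0.030.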

Other observations

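The tests on positions near *Cdkn1a*, on sums of parent genes and pseudogenes, and on immediate-early, heat shock and stroma scores were set before the counts were examined. The tests of other divisions of the mice and of the spread between wt mice, the paired heat shock scores, the counts near *Bbc3* at an unadjusted p, and the sums for *Glo1* and *Atp6v0c* were chosen only after the results were seen.

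Genes that differed between TKO and *Zmat3*-/- mice clustered near *Cdkn1a*. Of the 29 genes with an adjusted p under 0.05 from edgeR, 19 lay within 20 Mb of it, an odds ratio of 52.0 among tested genes (Fisher's exact test, two-sided, p = 5.25e-21). Among genes outside Table S3, 11 of 14 lay there, an odds ratio of 100.5 (Fisher's exact test, p = 3.89e-14). Between *Zmat3*-/- and wt mice the odds ratio for all genes was 1.36 (Fisher's exact test, p = 0.425). Between TKO and wt mice, where such a cluster would also be looked for, it was 6.89 for all genes (8 of 39, Fisher's exact test, p = 6.84e-05), and 2.24 with DESeq2 (p = 0.000229 in the same test). Outside Table S3, which leaves out genes called for this same difference, it was 2.44 (1 of 12, Fisher's exact test, p = 0.356). With DESeq2 it was there 1.56 within 20 Mb, 1.97 within 10 Mb and 1.59 over the chromosome (Fisher's exact test, p = 0.0724, 0.0148 and 0.0342). A candidate explanation is that strain variants came with the targeted *p21* allele, in the flanking segment of chromosome 17 kept through breeding on the C57BL/6 background. The paper does not give the strain in which the allele was made. Another explanation is a local effect of the targeted allele on its neighbours. Around *Cdkn1a*, no gene tested between *Anks1* (start 27909306) and *Btbd9* (start 30215524) had an adjusted p under 0.05. The tested genes on either side, *Srsf3* and *Rab44*, had log2FC values of −0.014 and 0.17, and *Cpne5* next to *Rab44* had 0.99 (adjusted p = 0.746 from edgeR). These positions argue against an effect confined to the nearest genes. An effect over longer distances was not tested. Within 20 Mb of *Bbc3* lay 0 of the 29 genes, and 12 of the 590 with an unadjusted p under 0.05. Both genotypes carry the targeted *Zmat3* allele, so its surroundings are tested by *Zmat3*-/- against wt mice, where 1 of 103 genes lay within 20 Mb, an odds ratio of 1.26 (Fisher's exact test, p = 0.551).

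Of the 16 genes called between TKO and *Zmat3*-/- mice, 8 lie on chromosome 17. Of the other 8, 7 share 59.5% to 92.9% of their 31-base words with a gene of chromosome 17 between 24163866 and 30626871. Reads of the parent genes could have been assigned to these copies, as would happen where the parent's sequence in TKO mice differs from the reference. The sum of *Rps2* and its 3 copies, *Gm11249* among them, was 0.988 times as high in TKO as in *Zmat3*-/- mice while *Rps2* alone was 0.773 times as high. For *Rnps1* and its copy the ratio was 0.825 (0.552 for *Rnps1* alone), and for *Hmga1* and *Hmga1b* 0.962 (0.296 for *Hmga1* alone). Against wt mice, whose sums spread widely, the ratios for *Rps2*, *Rnps1* and *Hmga1* with their copies were 0.761, 0.663 and 0.775. Two-sided exact permutation tests of these sums gave p = 0.514, 0.143 and 0.486. The sums against *Zmat3*-/- mice could come from a shift of reads from parent to copy, but it accounts for only part of the change in some genes. The following changes are against *Zmat3*-/- mice. *Rnps1* fell by 52.1 CPM while its copy rose by 31.7 CPM. *Atp6v0c* fell by 40.5 CPM while its copy rose by 18.2 CPM, and their sum, 0.828 times as high, was lower in each TKO mouse (two-sided exact permutation test, p = 0.0286, the smallest possible). *Glo1* rose 2.82 times itself and 3.09 times with its copy, which such a shift does not give. The reads were not analysed here, so no variant was looked for.

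Among the 8 divisions of the TKO and wt mice that part as many same-numbered pairs, only the real one, 1 of 8, gave as many genes, and likewise 1 of 8 between TKO and *Zmat3*-/- mice. With 8 divisions the share cannot be under 0.05. The other divisions leave more same-numbered mice together. Among all 35 for TKO and wt mice, 1 other, wt mice 3 and 4 with TKO mouse 3 against the rest, called 48 genes, more than the real 32. It follows the replicate numbers and parts 0 of the 3 same-numbered pairs, while the real division parts 3. With the replicate number as a block, 16 genes were called between TKO and wt mice, 15 of them among the 32. The remaining divisions called 0 genes, but at an unadjusted p under 0.05 the other divisions gave 6 to 4761 genes, and 7 of them gave more than the real 1372. Among the 35 divisions of TKO and *Zmat3*-/- mice the others called at most 1 gene, but gave 122 to 1797 at an unadjusted p under 0.05, and 13 of them gave more than the real 590.

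The wt mice differed more from each other than the *Zmat3*-/- mice did. The mean squared deviation of log2 CPM from the group mean was 6.25 times as high. It stayed 5.49 times as high after removing each mouse's trend with gene length and 6.57 times after removing that with GC content. With all mice drawn down to 17669715 counts, the lowest correlation between wt mice was 0.921, against 0.990 between *Zmat3*-/- mice. When each gene's slope on the *Xist* level, as estimated in *Zmat3*-/- mice, was removed from the wt mice, the ratio was 5.69. In both genotypes the *Xist* level divides the mice as the numbers 1 and 2 against 3 and 4 do, so this test cannot set a difference linked to *Xist* aside. Every wt mouse had more *Zmat3* than every *Zmat3*-/- mouse (lowest wt divided by highest *Zmat3*-/- CPM 1.44), so a label swapped between these genotypes is unlikely. Wt mice 1 and 2 had 9.88 and 12.2 CPM of *Zmat3*, though, against 26.8 CPM in each of wt mice 3 and 4. Same-numbered wt and *Zmat3*-/- mice deviated together (correlation 0.294). In the 6 mice numbered 1 or 2 shorter genes were relatively higher, and in the 5 mice numbered 3 or 4 longer genes were. TKO mouse 2 has a low *Xist* level but the length pattern of the mice numbered 1 or 2. An unlabelled batch that follows the numbers or a difference linked to the *Xist* level, such as one of sex, may be involved. Beyond that 1 mouse the data do not part them. The labels and the paper give no batch.

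The immediate-early score was higher in both mutant genotypes. Of its 39 genes, 32 were higher and 7 lower in TKO than in wt mice, and likewise in *Zmat3*-/- than in wt mice. The lower genes include *Egr1* (log2FC −0.32 in TKO and −0.34 in *Zmat3*-/- mice) and *Egr2* (−0.67 and −0.58). The score was 1.17 higher in TKO than in wt mice (two-sided exact permutation test, p = 0.0286, the smallest possible, higher in 3 of 3 mice), and differed by 0.024 between TKO and *Zmat3*-/- mice (permutation p = 0.771). The largest range within a genotype was 0.852, smaller than the difference. The list shares 15 genes with Table S3, on which the pattern was first seen. Without them the difference was 0.34 (permutation p = 0.229), but leaving them out lowers it by design. The range shows only handling that varied between mice of one genotype. Handling that differed between genotypes was not tested, so the difference cannot be told apart from it. The mitochondrial share of counts was 4.25% to 6.31% in wt, 6.54% to 14.6% in *Zmat3*-/- and 3.86% to 9.29% in TKO mice. TKO mouse 3 had the lowest share but an immediate-early score of 0.37, above every wt mouse. Whether this share follows handling was not tested. Heat shock genes overlapped between TKO and wt mice (lowest TKO minus highest wt score −0.24, difference 0.97, permutation p = 0.114). In same-numbered mice they were higher in TKO in 3 of 3 pairs, by 0.43 to 1.10 (exact sign permutation, p = 0.25, the smallest possible), so a general stress response remains open too. A role of ZMAT3 in these genes is a hypothesis that these data leave open beside handling and stress.

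Table S3 lists stromal and myeloid genes as lower in TKO mice. Fewer stromal cells in the TKO suspensions could give that, but the stroma score over all 20 tested genes, those of Table S3 included, differed by 0.056 (two-sided exact permutation test, p = 0.914) and the groups overlapped (highest TKO minus lowest wt score 1.60). Without the genes of Table S3, which takes out genes called lower on the same data, the overlap was 1.62. The myeloid score differed by −0.13 (permutation p = 0.857).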
